# Arabidopsis MORC proteins function in the efficient establishment of RNA directed DNA methylation

**DOI:** 10.1038/s41467-021-24553-3

**Published:** 2021-07-13

**Authors:** Yan Xue, Zhenhui Zhong, C. Jake Harris, Javier Gallego-Bartolomé, Ming Wang, Colette Picard, Xueshi Cao, Shan Hua, Ivy Kwok, Suhua Feng, Yasaman Jami-Alahmadi, Jihui Sha, Jason Gardiner, James Wohlschlegel, Steven E. Jacobsen

**Keywords:** Chromatin, DNA methylation, Plant molecular biology

## Abstract

The Microrchidia (MORC) family of ATPases are required for transposable element (TE) silencing and heterochromatin condensation in plants and animals, and *C. elegans* MORC-1 has been shown to topologically entrap and condense DNA. In *Arabidopsis thaliana*, mutation of MORCs has been shown to reactivate silent methylated genes and transposons and to decondense heterochromatic chromocenters, despite only minor changes in the maintenance of DNA methylation. Here we provide the first evidence localizing Arabidopsis MORC proteins to specific regions of chromatin and find that MORC4 and MORC7 are closely co-localized with sites of RNA-directed DNA methylation (RdDM). We further show that MORC7, when tethered to DNA by an artificial zinc finger, can facilitate the establishment of RdDM. Finally, we show that MORCs are required for the efficient RdDM mediated establishment of DNA methylation and silencing of a newly integrated *FWA* transgene, even though *morc* mutations have no effect on the maintenance of preexisting methylation at the endogenous *FWA* gene. We propose that MORCs function as a molecular tether in RdDM complexes to reinforce RdDM activity for methylation establishment. These findings have implications for MORC protein function in a variety of other eukaryotic organisms.

## Abstract (web summary)

MORC ATPases are required for transposable element silencing and heterochromatin condensation in plants and animals. Here the authors show that Arabidopsis MORCs colocalize with sites of RNA-directed DNA methylation and provide evidence that they act as molecular tethers to efficiently establish DNA methylation.

## Introduction

Epigenetic chromatin modifications are fundamental to genome integrity, gene regulation, and transposon (TE) silencing. DNA methylation is a particularly stable epigenetic modification^1,2^, which in plants occurs in three sequence contexts, CG, CHG, and CHH (where H represents A, T, or C)^3^. Symmetric CG and CHG methylation are maintained by DNA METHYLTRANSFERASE1 (MET1) and CHROMOMETHYLASE3 (CMT3), respectively^4,5^, while asymmetric CHH methylation is mediated by CHROMOMETHYLASE 2 (CMT2) and DOMAINS REARRANGED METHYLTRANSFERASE1 and 2 (DRM1/2)^6^. The plant-specific RNA-directed DNA methylation (RdDM) pathway is required for both de novo and maintenance DNA methylation.

Canonical RdDM is composed of two major arms driven by either RNA Polymerase IV (Pol IV)^7^ or RNA Polymerase V (Pol V)^8^.

The Pol IV arm of the RdDM pathway features the generation of 24-nt siRNAs. Pol IV is recruited through its accessory proteins including the CLASSY SNF2-related putative chromatin remodelers (CLSYs) and the H3K9 methylation binding protein SAWADEE HOMEODOMAIN HOMOLOG 1 (SHH1)^9,10^. Pol IV generates transcripts that are converted into double-stranded RNAs (dsRNAs) by RNA-DEPENDENT RNA POLYMERASE 2 (RDR2)^11,12^. These dsRNAs are further cleaved by DICER-LIKE 3 (DCL3) into 24-nt siRNAs^13^, and are subsequently loaded onto the effector proteins ARGONAUTE 4 (AGO4), AGO6, or AGO9^14^.

The Pol V arm of the RdDM pathway constitutes the DNA methylation step. SUV(VAR)3-9 homologs SUVH2 and SUVH9 recognize preexisting DNA methylation and recruit the DDR complex^15–17^, consisting of DEFECTIVE IN MERISTEM SILENCING 3 (DMS3), DEFECTIVE IN RNA-DIRECTED DNA METHYLATION 1 (DRD1), and RNA-DIRECTED DNA METHYLATION 1 (RDM1)^18^. The DDR complex is required for the recruitment of Pol V, which generates non-coding scaffold RNAs that serve as a platform to recruit AGO4-siRNA effector complexes through sequence complementarity^8,18^. This effector complex in turn recruits DRM1/2 for de novo DNA methylation in all sequence contexts, leading to transcriptional gene silencing^6,19^.

Non-canonical RdDM pathways have also been described and are essential for the de novo methylation and silencing of newly integrated TEs and transgenes^20–23^. Pol II transcripts of TEs or other sequences can be processed by RDR6 and DCL2/4 to generate 21-22-nt siRNAs, which function primarily in post-transcriptional silencing but can occasionally trigger transcriptional silencing^20^ through the Pol V pathway, leading to the initial establishment of DNA methylation, after which canonical RdDM takes over to achieve full methylation and silencing of TEs.

Microrchidia (MORC) proteins are conserved GHKL (gyrase, HSP90, histidine kinase, MutL)-type ATPases involved in transcriptional gene silencing and chromatin compaction^24–32^. Mutations in MORC genes are associated with a number of human diseases, including Charcot-Marie-Tooth disease and cancer^30,33^. MORC proteins are required to repress TE expression in various organisms including human, mouse, *C. elegans*, and Arabidopsis^29,31,34^. In vitro studies recently showed that *C. elegans* MORC1 (ceMORC1) is able to topologically entrap and condense DNA (likely through encircling the DNA strands)^27^ and mutations of MORCs lead to visible chromatin decompaction in vivo in *C. elegans* and Arabidopsis^31,34^.

The *Arabidopsis thaliana* genome encodes six functionally redundant MORC proteins, MORC1, 2, 4, 5, 6, and 7^25^. MORC6 forms stable heterodimers with either MORC1 or MORC2^28^, whereas MORC4 and MORC7 are closely related and redundant proteins that form homodimers^25,34^. MORC5 is understudied because its expression is limited to pollen^32^. MORC6 mutations have been found in several independent forward genetic screens for factors involved in the maintenance of transcriptional gene silencing^24,34,35^. However, despite transcriptional upregulation of DNA methylated genes and transposons, Arabidopsis *morc* mutations show little effect on the maintenance of DNA methylation patterns. For instance, Moissiard et al. found no methylation changes in *morc* mutants either at the reactivated *SDC* transgene locus used for the mutant screen, or genome wide^34^. Lorkovic et al. found a moderate reduction of methylation in *morc6* at the 35S promoter in their screen^35^ and Brabbs et al. also reported moderate methylation reduction in the transgene used in their screen, but no methylation changes at some other *morc6* reactivated loci^24^. Similarly, Jing et al. identified *morc6* as a methylation independent repressor in their genetic screen^36^. A genome wide analysis of methylation patterns in a *morc* hextuple mutant (*morc1 morc2 morc4 morc5 morc6 morc7*, hereafter termed *hex*) eliminating all functional *MORC* genes came to a similar conclusion, as only a few hundred loci showed DNA methylation losses whereas the majority of the genome showed no changes in methylation despite transcriptional reactivation at many loci^25^. Similar but weaker gene expression changes and methylation losses were observed in *morc4 morc7* double mutants and *morc6* single mutants, indicating functional redundancy of the different MORC genes in Arabidopsis. Together these studies all suggest a role for MORCs in gene silencing, acting at least in part downstream of DNA methylation, but the relationship between MORCs and the DNA methylation pathways remains unclear.

Here we report the first genome-wide localization of MORCs in *A. thaliana* and find they are primarily localized to RdDM sites. Remarkably, MORC localization to these sites was stably maintained even in the absence of a functional RdDM machinery. However, it was lost in *met1* at sites that lost all DNA methylation, and redistributed to newly hypermethylated ectopic RdDM sites. We also found that ectopic recruitment of MORC7 to the *FWA* promoter was sufficient to cause de novo DNA methylation and transcriptional gene silencing, and this was dependent on functional RdDM. Surprisingly, despite no detectable loss of DNA methylation at the endogenous *FWA* locus in *morc* mutants, establishment of methylation on newly integrated *FWA* transgenes was greatly impaired in the absence of MORCs. This suggests that in addition to the role of MORCs acting downstream of DNA methylation, MORCs play a role in the efficient establishment of DNA methylation over newly integrated transgenes. We propose that MORCs act as chromatin tethers, loaded by the RdDM machinery, to facilitate the retention or re-recruitment of RdDM complexes at chromatin to promote efficient establishment of DNA methylation.

## Results

### MORC4 and MORC7 colocalize at RdDM sites

To determine the genomic localization of MORC proteins, we performed chromatin immunoprecipitation (ChIP)-seq with pMORC4::MORC4-3xFLAG (MORC4-FLAG) and pMORC7::MORC7-3xFLAG (MORC7-FLAG) expressed in the their corresponding mutant backgrounds as reported previously^25,34^. 

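MORC4-FLAG ChIP-seq was analysed in 2 libraries and MORC7-FLAG ChIP-seq in 3, beside 2 libraries of FLAG ChIP-seq from wild-type plants that carry no tagged protein. The authors aligned reads of 50 bp to TAIR10 with Bowtie2, kept unique perfect matches, removed duplicates and called peaks with MACS2. They deposited 1 list of peaks per library, and each peak has its position, its fold enrichment and the −log10 of its q value. The fold enrichment and q value of a peak are the authors', and they were used only to select, rank and describe peaks within a list. For MORC7 the paper called peaks on the pooled reads of 3 ChIPs, so its numbers and those of the separate lists rest on different calls. The lists give no totals of reads, so the sequencing depth behind each peak is unknown, and a list can be shorter because its library is less deep. The list of MORC7 replicate 1 differs in form from the other 2, with 4110 repeated entries and no −log10 q value below 2.00, against lowest values of 1.31 in replicates 2 and 3. Repeated entries were merged, and peaks on the 5 nuclear chromosomes that passed the paper's threshold were kept, which is a q value below 0.01 and a fold enrichment above 2. MORC4 replicate 1 had 1766 such peaks and replicate 2 had 7855. MORC7 replicates 1, 2 and 3 had 8173, 8259 and 7952 peaks, which covered 7.32, 1.97 and 10.8 Mb. The libraries without a tag had 230 and 965 peaks. A MORC7 region was counted where peaks of at least 2 of the 3 lists fell in the same merged interval, and a MORC4 region where peaks of both lists did. An overlap needed at least 1 bp.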

MORC4 and MORC7 largely co-localized genome wide (Fig. 1a, b, Supplementary Fig. 1a). We identified 3440 and 6119 clear peaks for MORC4 and MORC7, respectively (MACS2, q value < 0.01, fold enrichment >2) with 80% of MORC4 peaks overlapping with MORC7 peaks (Fig. 1a, b, Supplementary Fig. 1b). 

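From the separate lists, 6424 MORC7 regions were found in at least 2 of the 3 libraries, and 227 MORC4 regions in both libraries. Of the peaks of MORC7 replicates 1, 2 and 3, 84.8%, 66.1% and 68.7% overlapped a peak of another MORC7 library. The MORC4 libraries shared fewer peaks, since 14.8% of the peaks of replicate 1 overlapped a peak of replicate 2, and 2.89% of those of replicate 2 overlapped a peak of replicate 1. They also differed in place, with 61.0% of the peaks of MORC4 replicate 1 and 6.76% of those of replicate 2 at a Pol II peak of wild type or hex. Of the 227 MORC4 regions, 206 (90.7%) overlapped a MORC7 region. When the MORC4 regions were placed at random on the same chromosomes 1000 times, 13.4% did on average, and the central 95% of the placements lay between 8.81% and 17.6% (permutation of positions, one-sided p = 0.001, the smallest that 1000 placements can give). Taken alone, 760 of the 1766 peaks of MORC4 replicate 1 (43.0%) and 4836 of the 7855 peaks of replicate 2 (61.6%) overlapped a MORC7 region. For the libraries without a tag the shares were 6.09% and 12.1%. The number of regions rose to 12959 for MORC7 and 9359 for MORC4 when a peak in any single library was enough, and fell to 2295 and 63 with a q value below 0.001 and a fold enrichment above 3. Without MORC7 replicate 1 it was 2849, and without replicate 3 it was 3870. From the overlap of the peaks in Fig. 1b, the paper states that MORC4 and MORC7 largely occupy the same places.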

The remaining 20% of the MORC4 “specific” peaks were also enriched in MORC7 (Supplementary Fig. 1b), but the level of enrichment did not pass our stringent peak calling threshold. 

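Of the 227 MORC4 regions, 21 overlapped no MORC7 region at the paper's threshold. Among all deposited MORC7 peaks, whatever their fold enrichment, 17 of these 21 regions (81.0%) had a MORC7 peak in at least 1 library. Random placement of the 21 regions gave 23.1% on average (permutation of positions, one-sided p = 0.001, the smallest possible). A MORC7 peak in at least 2 libraries was found at 52.4% of them, against 16.1% on average at random. The number of regions is small, and each of them needed a peak in both MORC4 libraries.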

MORC7 displayed stronger peak intensity at the majority of shared target regions. This is consistent with our previous report that MORC4 and MORC7 are close homologs that function largely redundantly to repress gene expression, with MORC7 playing a more dominant role^25^. Therefore, the absence of MORC4 ChIP signal over some MORC7 regions likely reflects the lower expression level of MORC4 and the sensitivity of ChIP. Given the stronger genetic effects as well as ChIP signal of MORC7, we focused on MORC7 for our subsequent analyses.

**Fig. 1:**
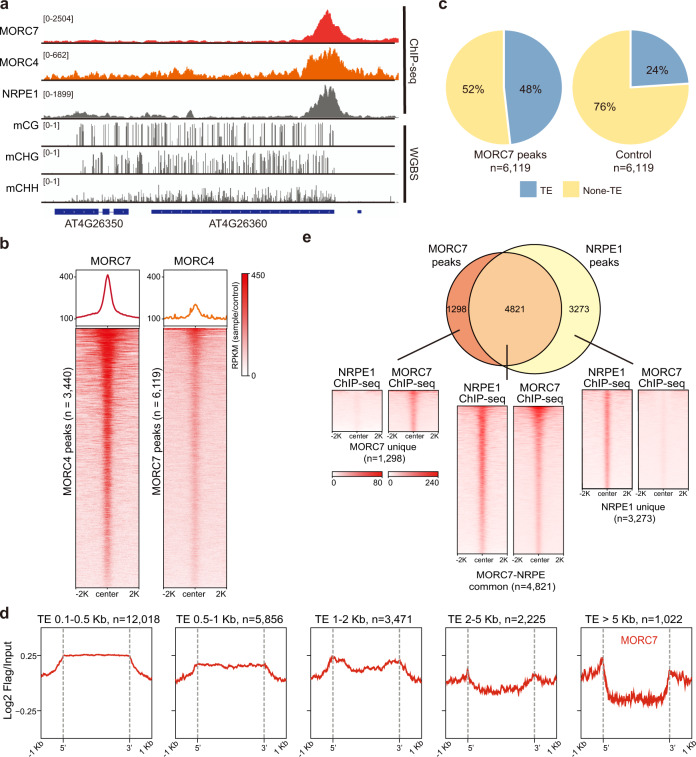
MORC4 and MORC7 largely co-localize at a subset of RdDM loci. **a** Screenshot of MORC4, MORC7, NRPE1 ChIP-seq (normalized by RPKM) and methylation level at a representative locus. **b** Metaplot and heatmap showing enrichment of MORC4 and MORC7 ChIP-seq signal over MORC7 (*n* = 6119) and MORC4 (*n* = 3440) peak regions, respectively. **c** Pie chart showing the percentage of MORC7 peaks overlapping with TEs. **d** Metaplot showing MORC7 ChIP-seq signal (log_2_ FLAG/input) over TEs categorized by different lengths. **e** Venn diagram (top) showing the relationship between MORC7 and NRPE1 peaks, and heatmap (bottom) showing the enrichment of MORC7 and NPRE1 over MORC7 unique (left, *n* = 1298), MORC7-NRPE1 common (middle, *n* = 4821) and NRPE1 unique (right, *n* = 3273) peaks.

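The locus in Fig. 1a is AT4G26360, annotated as a pseudogene on the reverse strand of chromosome 4 of TAIR10 from 13328763 to 13332375. A MORC7 peak lay across its 5′ end in each wild-type library. It ran from 13331654 to 13332675 in MORC7 replicate 1 (fold enrichment 5.34), from 13332087 to 13332500 in replicate 2 (3.17) and from 13331365 to 13332934 in replicate 3 (5.61). MORC4 replicate 2 had a peak from 13331271 to 13332812 with a fold enrichment of 4.72. MORC4 replicate 1 and both libraries without a tag had no peak within 1 kb of the pseudogene at the paper's threshold. The NRPE1 ChIP-seq and methylation tracks of that panel were not analysed here.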

MORC7 was localized to regions that display strong characteristics of RdDM, including high levels of CHH methylation (Fig. 1a, Supplementary Fig. 1c, right panel) and enrichment over TEs, including the edges of long TEs and the entire length of short TEs (Fig. 1c, d). To further characterize the relationship with RdDM, we compared the binding patterns of MORC7 with that of the essential RdDM component, NRPE1^37^ and found that 80% of MORC7 peaks overlap with NRPE1 sites (Fig. 1e, Supplementary Fig. 1a). We defined these overlapping regions as MORC7-NRPE1 common peaks. Interestingly, about 20% of MORC7 peaks were devoid of NRPE1 and 40% of all NRPE1 peaks were devoid of MORC7. We define these two groups as MORC7-unique peaks and NRPE1-unique peaks, respectively (Fig. 1e, Supplementary Fig. 1d). MORC7-unique peaks are devoid of DNA methylation, more proximal to the transcriptional start sites of genes, and displayed higher levels of RNA Pol II signal compared to MORC7-NRPE1 common peaks (Supplementary Fig. 1c, e, f). The functional relevance of MORC7-unique peaks remains unclear.

To reveal the relationship between transcriptional repression and DNA methylation mediated by MORCs, we divided the genome into 100 bp bins, identified all bins that are upregulated in *hex*, merged continuous bins, and obtained 903 *hex* upregulated regions^25^. Among these 903 *hex* upregulated regions, 128 contain MORC7 binding sites within 1Kb (MORC7 bound), indicating that most of the upregulated regions in *hex* are not direct MORC targets (Supplementary Fig. 1g). Over these 128 MORC7 bound regions, we observed mild loss of DNA methylation in *hex* compared with *nrpe1* (Supplementary Fig. 1h). Interestingly, although loss of DNA methylation was much less in *hex* compared to *nrpe1*, transcriptional activation of these loci was much stronger in *hex* (Supplementary Fig. 1i). This result is consistent with the known role of MORCs in silencing downstream of DNA methylation^24,34,36^.

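RNA-seq was analysed in wild type, nrpe1 and hex, with 3 libraries per genotype. The hex line carries mutations in MORC1, MORC2, MORC4, MORC5, MORC6 and MORC7, and nrpe1 lacks the largest subunit of Pol V. The paper's methods give floral tissue of plants aged 3 weeks, whereas the sample labels give an age of 5 to 6 weeks. The authors deposited TPM, which scales transcripts to a fixed total per library, for every annotated gene. The paper's text names RSEM for its met1 RNA-seq and no tool for these libraries. TPM values carry no read totals, so the depth behind them is unknown. The deposited table of the library labelled nrpe1 replicate 2 holds its values 2 times, the second time under a heading that names hex replicate 2, and each value was used once. Genes with at least 1 TPM in at least 3 libraries were tested, 17459 in all. The test was limma on log2(TPM + 1), with all 9 libraries in 1 model. On that scale a fold change understates the change of a gene with low TPM. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a change of at least 2-fold. It counted as MORC7-bound with a MORC7 region within 1 kb, which held for 4474 of the 17299 tested genes that have a position in the annotation. The paper divided the genome into bins, and its regions in hex come with a reference to an earlier study, so genes and not those regions were compared.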

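The genes mutated in these lines were examined first. MORC1 had 7.83 ± 0.358 TPM (SD, n = 3) in wild type, 1.96 ± 0.162 in the libraries labelled nrpe1 and 8.39 ± 0.739 in those labelled hex. Its log2 fold change against wild type was −1.58 in the libraries labelled nrpe1 (standard error 0.09, limma adjusted p = 3.8e-05) and 0.09 in those labelled hex (standard error 0.09, adjusted p = 0.928). MORC2, MORC6 and MORC7 had means of 3.48, 3.20 and 2.54 TPM in wild type, 0.603, 0.817 and 0.51 in the libraries labelled nrpe1 and 3.59, 4.31 and 2.04 in those labelled hex. MORC4 had 4.97 TPM in wild type, 13.0 in the libraries labelled nrpe1 and 5.50 in those labelled hex. MORC5 stayed at or below 0.24 TPM in every library. NRPE1 had 1.58 ± 0.269 TPM (SD, n = 3) in wild type, 1.41 ± 0.325 in the libraries labelled nrpe1 and 0.543 ± 0.0666 in those labelled hex, with a log2 fold change of −0.74 in the latter (standard error 0.14, adjusted p = 0.126). Every library labelled hex was below every wild-type library for NRPE1, and every library labelled nrpe1 was below every wild-type library for MORC1, MORC2, MORC6 and MORC7. The expression of the mutated genes thus goes against both labels, and the groups are named by their labels throughout.

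**Figure D1:**
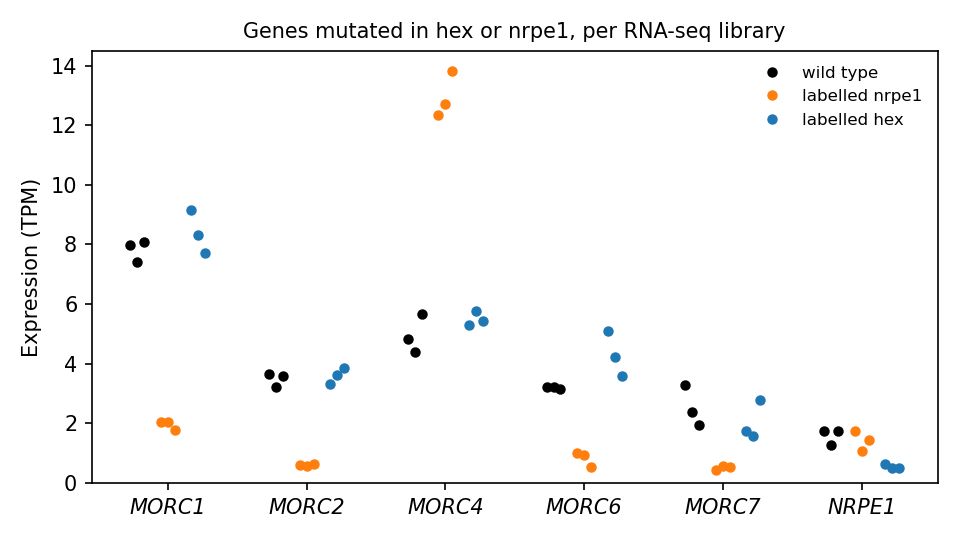
Expression in TPM of 5 MORC genes and NRPE1 in each library of wild type, of the group labelled nrpe1 and of the group labelled hex, 1 point per library. MORC1 lies between 1.77 and 2.06 TPM in the libraries labelled nrpe1 and between 7.42 and 9.17 TPM in all others, while NRPE1 is lowest in the libraries labelled hex, between 0.5 and 0.62 TPM.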

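Against wild type, 41 genes were higher and 15 lower in the libraries labelled hex, and 404 were higher and 284 lower in those labelled nrpe1. Single libraries decide the latter count, which was 27 without the library labelled nrpe1 replicate 2 and 818 without replicate 1. Of the 41 genes higher in the libraries labelled hex, 34 (82.9%) were MORC7-bound, against 25.7% of the other tested genes (Fisher's exact test, two-sided p = 2.9e-14). Of the 402 genes with a position that were higher in the libraries labelled nrpe1, 139 (34.6%) were MORC7-bound, against 25.7% of the others (Fisher's exact test, p = 8.5e-05). This share is not stable, since leaving out 1 library moved it to between 67.6% and 85.2% in 7 of 9 fits, for example to 79.6% without wild-type replicate 1, and to 29.0% without the library labelled nrpe1 replicate 1. At the 34 MORC7-bound genes, the median log2 difference of the libraries labelled hex minus those labelled nrpe1 was 1.34 (quartiles 0.27 and 2.19), and 26 of the 34 were higher in those labelled hex. An exact permutation test of the mean of the set per library gave p = 0.1, the smallest that 3 libraries against 3 allow. The 34 genes were chosen for their rise in the libraries labelled hex, which raises this median, and without the library labelled hex replicate 2 it was 0.12. Chosen in the same way on the other group, after the labels had come into question, the 139 MORC7-bound genes had a median of −1.05, and 4 of them were higher in the libraries labelled hex. Over all 4474 MORC7-bound genes, chosen without regard to expression, the mean difference was −0.07 (limma's fry, two-sided p = 0.027, where the exact permutation of libraries gave 0.1, the smallest possible), while the median over all genes was −0.04. Since the mutated genes contradict the labels, none of these differences is assigned to hex or nrpe1 plants. The paper relates the stronger activation of MORC7-bound loci in hex (Supplementary Fig. 1i) to an already known role of MORCs in silencing downstream of DNA methylation.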

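AT3G54730, a protein-coding gene on chromosome 3 from 20259003 to 20260458, is MORC7-bound and had 0.0733 ± 0.0635 TPM (SD, n = 3) in wild type, 0.37 ± 0.0954 in the libraries labelled nrpe1 and 39.8 ± 0.852 in those labelled hex. Its log2 fold change in the libraries labelled hex was 5.25 (standard error 0.10, limma adjusted p = 2.8e-08). AT1G67105, a non-coding RNA gene on chromosome 1 from 25057479 to 25058264, rose from 0.15 TPM in wild type to 70.3, 31.6 and 159 TPM in the 3 libraries labelled hex, a log2 fold change of 5.97 (standard error 0.48, adjusted p = 0.00045). AT4G04223 and AT5G27845 rose in both groups, with log2 fold changes of 4.01 and 3.83 in the libraries labelled hex and 4.57 and 2.76 in those labelled nrpe1. AT2G01422, listed at 0 in all wild-type libraries, had 12.1 TPM in the libraries labelled hex and 0.587 in those labelled nrpe1. The largest rises among MORC7-bound genes in the libraries labelled nrpe1 were at AT4G04293, AT3G29639 and SDC (AT2G17690), with log2 fold changes of 6.64, 6.61 and 5.52. SDC had 0.127 ± 0.0611 TPM (SD, n = 3) in wild type, 50.8 ± 3.67 in the libraries labelled nrpe1 and 4.05 ± 1.80 in those labelled hex. It overlaps 1 gene on the other strand, and the paper's text does not say whether counting used the strand. AT4G04293 and AT5G27845 are annotated as pseudogenes, and reads they share with copies elsewhere could not be separated in TPM values.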

### MORC7 is associated with other MORCs and with RdDM components

To determine whether MORC7 associates with RdDM components, we performed immunoprecipitation followed by mass spectrometry (IP-MS) of MORC7-FLAG. Interestingly, we detected MORC4, MORC6, and MORC1 peptides, indicating that these MORC proteins interact in vivo (Table 1). This was in contrast to our previous report that MORC4 and MORC7 formed mutually exclusive homodimers and that MORC6 exclusively interacted with either MORC1 or MORC2^25,28^. This discrepancy likely reflects dramatic improvements in mass spectrometry sensitivity (Q-Executive instrument utilized in the previous study versus the Orbitrap Fusion Lumos used in the current study), and suggests that the interaction of MORC7 with MORC4, MORC6, and MORC1 may be weak or transient. In addition, we identified several RdDM components in the MORC7 IP-MS (Table 1). However, with the exception of DMS3, which was detected at higher abundance, relatively few peptides were detected for other RdDM components. This suggested that MORC7 interactions with RdDM components may be weak or transient. To test this, we adopted a crosslinked nuclear immunoprecipitation and mass spectrometry (CLNIP-MS)^38^ assay which stabilizes weak or transient interactions and captures proteins in close proximity in addition to directly interacting protein complexes. As a result, we observed a significant enrichment of both the MORCs and RdDM components (Table 1). Interestingly, without crosslinking, the MORC7 only pulled down components belonging to the Pol V arm of the RdDM pathway, and the CLNIP-MS consistently detected more peptides of Pol V arm components (Table 1). In addition, MORC6 has been reported to interact with DMS3 by in vitro co-immunoprecipitation^35^, and with SUVH9 and SWI3D by IP-MS and yeast two hybrid^36,39^. Together with our observation that MORC7 pulled down peptides of MORC1, 4, 6, and RdDM components in vivo, these data suggest that MORC proteins associate with the Pol V arm of the RdDM pathway, likely through the interaction with RdDM components, for instance, SUVH2/9 and DMS3.

**Table 1:** IP-MS of MORC7.

		Non crosslink (NSAFe5)				Crosslink (NSAFe5)			
ID	Protein	WT-1	WT-2	MORC7-1	MORC7-2	WT-1	WT-2	MORC7-1	MORC7-2
AT4G24970	MORC7	0	0	759	694	0	54	560	618
AT5G50780	MORC4	0	0	126	111	0	0	131	146
AT1G19100	MORC6	0	0	45	39	0	0	73	49
AT4G36290	MORC1	0	0	6	0	0	0	82	65
AT2G40030	NRPE1	0	0	3	2	30	10	81	114
AT3G49250	DMS3	5	4	43	41	0	0	91	77
AT4G13460	SUVH9	3	0	3	0	0	0	27	14
AT5G04290	SPT5L	0	0	2	1	0	0	74	74
AT3G48670	IDN2	0	0	6	6	0	0	102	78
AT1G21700	SWI3C	4	5	6	0	0	0	47	40
AT4G34430	SWI3D	0	0	3	5	0	0	39	37
AT5G14620	DRM2	0	0	0	0	0	0	11	0
AT2G16390	DRD1	0	0	0	0	0	0	27	26
AT2G33290	SUVH2	0	0	0	0	0	0	0	0
AT3G22680	RDM1	0	0	0	0	0	0	0	0
AT2G27040	AGO4	32	34	42	41	43	34	86	110
AT4G11130	RDR2	0	0	0	0	0	0	6	0
AT3G43920	DCL3	0	0	0	0	0	0	0	0
AT1G63020	NRPD1A	0	0	0	0	0	0	17	13
AT3G42670	CLSY1	0	0	0	0	0	0	0	0
AT1G15215	SHH1	0	0	0	0	0	0	0	0

Normalized spectral abundance factor value (NSAFe5) is indicated for each protein.

Source data are provided as IP-MS Source Data file.

Experiments were performed in two technical replicates.

### MORC7 can be recruited by the RdDM machinery

Because MORC7 localized to RdDM sites and was associated with RdDM components, we next asked whether MORC7 can be recruited via the RdDM machinery. To test this, we utilized a fusion of DMS3 to an artificial zinc finger (ZF108) that was previously shown to target DMS3 to thousands of ectopic sites throughout the genome^40^. This leads to NRPE1 recruitment to these ectopic sites largely without triggering DNA methylation establishment^15,40^. Thus, if the RdDM machinery is sufficient to recruit MORC7, we expect MORC7 to also follow ZF108-DMS3 to these ectopic loci. We transformed UBQ10::ZF108-DMS3-3XHA into the MORC7-3XFLAG line and performed ChIP-seq for both ZF108-DMS3 and MORC7. 

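ChIP-seq of plants with both ZF108-DMS3-HA and MORC7-FLAG was analysed in 1 library with an HA antibody and 1 with a FLAG antibody, beside 1 HA library of MORC7-FLAG plants without ZF108-DMS3. ZF108 is an artificial zinc finger protein, so the HA library marks where the DMS3 fusion binds. With 1 library per ChIP there is no replicate error. The lists were made and selected as for MORC7 in wild type, and held 17271 HA peaks, 9196 FLAG peaks and, in the HA control, 8 peaks. HA peaks that overlapped a peak of the HA control (2) or a peak of any of the 3 wild-type MORC7 libraries (5985) were left out. The remaining 11286 are the ectopic ZF108-DMS3 sites. The paper plots the ratio of reads in sample and control at each site, whereas a peak's fold enrichment is measured by MACS2 against its own background and is a different measure.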

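A MORC7 peak with a fold enrichment above 5 overlapped 19 of the 11286 ectopic ZF108-DMS3 sites. With a minimum of 3-fold there were 187 such sites, and with the 2-fold minimum of the peak lists 1089 (9.65%). Of the 9196 MORC7 peaks in these plants, 802 had a fold enrichment above 5. The highest fold enrichment at an ectopic site, 6.81, was on chromosome 4 from 5150064 to 5152132. Random placement of the sites met all MORC7 peaks more often than the ectopic sites did, 12.8% against 9.65%, because ectopic sites exclude the wild-type MORC7 peaks by construction. A second comparison, chosen after seeing the first, therefore used the 1174 MORC7 peaks of these plants that lie outside all 3 wild-type lists. Of these, 1046 (89.1%) overlapped an HA peak, against 18.0% on average in 1000 random placements (permutation of positions, one-sided p = 0.001, the smallest possible). In the MORC7 libraries of RdDM mutants and met1, which have no ZF108-DMS3, between 0.133% and 2.85% of the ectopic sites had a MORC7 peak. Their own MORC7 peaks outside the wild-type lists, which are fewer in 9 of these 10 libraries, also overlapped HA peaks, however, with shares from 7.56% in nrpd1 nrpe1 replicate 2 to 56.9% in nrpe1 replicate 2. At the site in Fig. 2a, between AT1G06690 and AT1G06700 on chromosome 1, the HA peak ran from 2051721 to 2052540 (fold enrichment 3.63) and the MORC7 peak from 2051965 to 2052525 (2.23). No wild-type MORC7 library had a peak there. The paper reasons that MORC7 should follow ZF108-DMS3 to such sites if the RdDM machinery is sufficient to recruit it.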

We identified 548 ZF108-DMS3 ectopic sites with greater than fivefold enrichment of MORC7 in plants expressing ZF108-DMS3 but displaying no MORC7 signal in control plants (Fig. 2a, b), indicating that MORC7 can be efficiently recruited by the RdDM machinery to many ectopic sites in the genome.

**Fig. 2:**
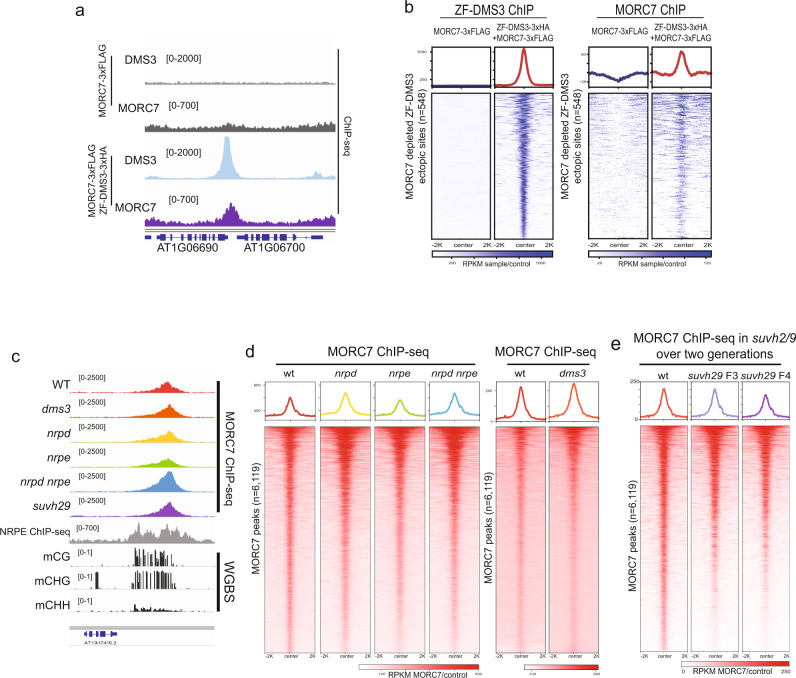
MORC7 can be recruited by RdDM but its maintenance is independent of RdDM machinery. **a** Screenshot of a representative ectopic ZF-DMS3 locus displaying enrichment of MORC7 (RPKM sample/control). **b** Metaplot and heatmap showing enrichment of MORC7 ChIP-seq signals (right panels) over a subset of ZF-DMS3 ectopic sites (left panels (RPKM sample/control) (*n* = 548). **c** Screenshot of MORC7 ChIP-seq (RPKM sample/control) in RdDM mutants (top six tracks), NRPE ChIP-seq (gray track), and methylation level (bottom three tracks) at a representative locus. **d** Metaplot and heatmap showing MORC7 ChIP-seq (RPKM sample/control) in RdDM mutants (*n* = 6119). **e** Metaplot and heatmap showing MORC7 ChIP-seq (RPKM sample/control) in *suvh2/9* over two generations (*n* = 6119).

### MORC7 maintenance at natural RdDM sites is independent of the RdDM machinery

Proper localization of RdDM components depends on the presence of a functional RdDM pathway. For example, Pol V association with chromatin requires both the DDR complex and SUVH2/SUVH9^41^, stability and localization of AGO4 are both disrupted in several RdDM mutants including *dcl3* and *rdr2*^42^, and Pol IV association with chromatin is reduced in the absence of SHH1^10^. Since MORC7 was found to be associated with RdDM proteins, we asked whether MORC7 displays the same characteristics as other RdDM components and whether its chromatin localization is abolished in the absence of RdDM machinery. To test this, we crossed the MORC7-FLAG line into several RdDM mutant backgrounds, including *dms3-4*, *nrpd1-4*, *nrpe1-11*, *nrpd1-4 nrpe1-11*, and *suvh2 suvh9*, and performed MORC7 ChIP-seq in each mutant background. 

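MORC7-FLAG ChIP-seq was analysed in 2 libraries each of nrpd1, nrpe1 and nrpd1 nrpe1 and in 3 libraries of dms3, and compared with the 3 wild-type libraries. These mutants lack the largest subunits of Pol IV or Pol V, or DMS3. The suvh2 suvh9 libraries were not analysed here. The paper pooled 2 ChIPs per mutant for peak calling and does not say which of the 3 dms3 libraries these were, so all 3 are given. Peaks at the paper's threshold numbered 5932 and 7212 in nrpd1, 5927 and 6319 in nrpe1, 5752 and 4048 in nrpd1 nrpe1, and 4971, 7786 and 5526 in dms3. A peak list holds no signal that can be compared between libraries, so the measure used was recovery, the share of wild-type MORC7 regions that have a peak in a library. A wild-type library was scored on the regions called in both other wild-type libraries. There were 2849, 5324 and 3870 of these without replicates 1, 2 and 3, and a mutant library was scored on each of these sets and its mean taken. Peak names in the lists carry a date, which wild-type replicate 3 shares with both nrpd1 libraries and nrpd1 nrpe1 replicate 1. Wild-type replicate 1 and dms3 replicates 2 and 3 have no date and share another form of list, without weak peaks and with repeated entries.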

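Recovery of wild-type MORC7 regions was 95.9%, 51.3% and 74.6% in wild-type replicates 1, 2 and 3, a mean of 73.9% ± 22.3 (SD, n = 3). It was 72.9% ± 1.28 (SD, n = 2) in nrpd1, 79.7% ± 6.51 (SD, n = 2) in nrpe1, 62.8% ± 18.3 (SD, n = 2) in nrpd1 nrpe1 and 80.3% ± 8.04 (SD, n = 3) in dms3. None of these differed from wild type by more than the spread between the wild-type libraries. Exact permutation tests, two-sided, gave p = 0.8, 0.7, 0.5 and 0.8 in this order, where 2 or 3 libraries against 3 cannot give a p below 0.1. All 9 mutant libraries together differed from the 3 wild-type libraries by 0.68 percentage points (exact permutation test, p = 0.909, and 0.909 after Benjamini-Hochberg adjustment over the 5 comparisons). With the 2000 peaks of highest −log10 q value of each library, which evens out the length of the lists, recovery was 97.6%, 55.7% and 87.6% in wild type and between 76.0% and 85.0% in the 9 mutant libraries. The difference moved most without wild-type replicate 2, to −10.5 percentage points, and without wild-type replicate 1, to 9.29. The permutation tests set a wild-type library scored on 1 set of regions against mutant libraries scored on the mean over 3, which is not strictly like for like. Set by set, the mutant libraries had 55.4% to 92.8% where wild-type replicate 1 had 95.9%. They had 51.2% to 83.7% against 51.3% in replicate 2, and 43.0% to 91.6% against 74.6% in replicate 3. The small mean difference thus averages gaps in opposite directions. A loss of MORC7 from fewer regions than the spread of the wild-type libraries would not have been detectable. Among the libraries that share a date, wild-type replicate 3 had 74.6%, nrpd1 72.0% and 73.8%, and nrpd1 nrpe1 replicate 1 had 75.7%. Other dates include no wild-type library beside a mutant one, and among the lists without a date wild-type replicate 1 had 95.9% and dms3 replicates 2 and 3 had 89.4% and 77.3%. At AT1G17410 (Fig. 2c), on chromosome 1 from 5968410 to 5969995, a MORC7 peak upstream of the gene was present in all 3 wild-type and all 9 mutant libraries, for example from 5970392 to 5973114 in nrpd1 replicate 1.

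**Figure D2:**
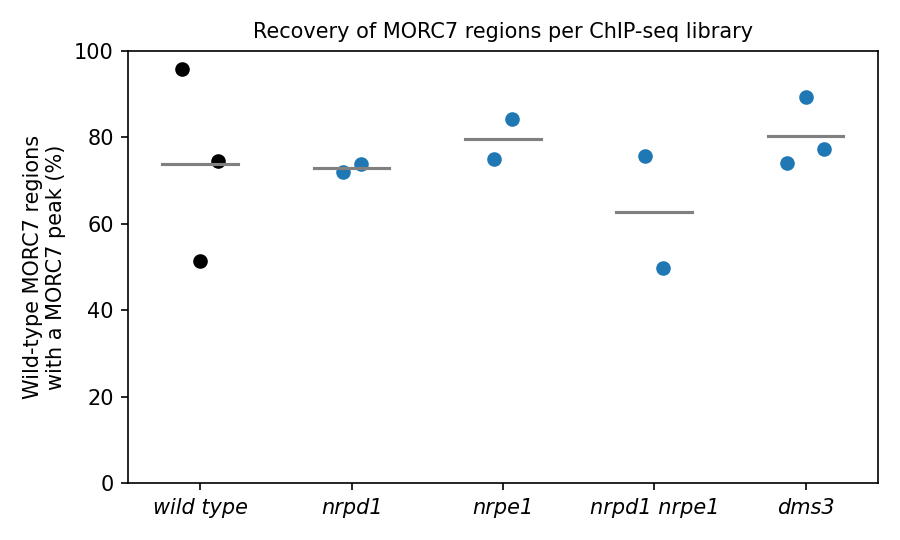
Share of wild-type MORC7 regions, in percent, that have a MORC7 peak in each ChIP-seq library of wild type and of the RdDM mutants, 1 point per library, with the mean of each genotype as a line. The wild-type libraries lie between 51.3% and 95.9%, and the mutant libraries between 49.9% and 89.4%.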

Unexpectedly, MORC7 localization was virtually unperturbed in all these RdDM mutants backgrounds (Fig. 2c–e)^25^. We also analyzed the previously reported 519 RdDM sites that display partial loss of DNA methylation in *hex*^25^, and found that MORC7 retention on chromatin was largely unperturbed (Supplementary Fig. 2a, b). Thus, MORC7’s stable localization to chromatin does not require the major RdDM components including DMS3 which is part of the DDR complex, Pol V, Pol IV, or the SUVH2/9 proteins that are required for localization of the Pol V arm components of RdDM^15,41^.

### MORC7 retention on chromatin is dependent on DNA methylation or factor associated with DNA methylation

Although CHH methylation is eliminated in RdDM mutants at RdDM/MORC7 binding sites, CG and CHG methylation are largely retained^43^. We speculated that this remaining methylation, or another chromatin characteristic associated with methylation, might be sufficient to maintain MORC7. To test this, we performed MORC7 ChIP-seq in *met1* which shows complete elimination of CG methylation genome-wide. 

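MORC7-FLAG ChIP-seq in met1 was analysed in 1 library, labelled replicate 2, so no replicate error can be given. The list was made as for the other MORC7 libraries and held 6574 peaks at the paper's threshold, with an unknown depth of reads. Its peak names carry the same date as those of nrpe1 replicate 2, dms3 replicate 1 and the libraries of plants with ZF108-DMS3, and no wild-type library has that date. The date and the genotype can therefore not be separated in the comparison with wild type. Exact (Clopper-Pearson) 95% confidence intervals were computed over regions, and they cover the counting of regions only, not the variation between plants. DNA methylation was not analysed here.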

Due to inter-dependencies of DNA methylation pathways^2^, complete loss of DNA methylation is also observed over many regions^43^. 

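In met1, 3918 of the 6424 wild-type MORC7 regions (61.0%, confidence interval 59.8% to 62.2%) still had a MORC7 peak. The same share was 42.9% in nrpd1 nrpe1 replicate 2 and between 63.0% and 82.4% in the other 8 RdDM mutant libraries, so met1 was below 8 of the 9. It was 74.3% and 63.7% in nrpe1 replicate 2 and dms3 replicate 1, which share the date of met1. Recovery as defined for the mutants was 73.3% in met1, close to the wild-type mean of 73.9% and above nrpd1 replicate 1 and nrpd1 nrpe1 replicate 2. With the 2000 strongest peaks of each library, recovery was 63.9% in met1, below all 9 mutant libraries and above wild-type replicate 2. The share depends on which regions are asked for, and was 83.5% for regions called in all 3 wild-type libraries. A peak that remains can have lost part of its signal, which the lists do not show. At AT1G18550, the locus of complete loss of DNA methylation in Fig. 3a, wild-type replicate 3 had a MORC7 peak on chromosome 1 from 6378240 to 6381093 (fold enrichment 4.57). All 9 RdDM mutant libraries and the other 2 wild-type libraries had at least 1 peak that overlaps this interval, in wild-type replicate 2 only a short one from 6378582 to 6378731 (2.39). The met1 library had none there, and its only peak within 5 kb of the gene, a distance chosen after the peaks had been seen, ran from 6384326 to 6384780, at the other end of the gene. At the locus of partial loss, between AT1G18910 and AT1G18930, met1 had peaks from 6538109 to 6538790 (4.19) and from 6543125 to 6543809 (3.25), at both places where wild-type replicates 1 and 3 had one.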

We observed a dramatic reduction of MORC7 ChIP signal throughout the genome in *met1* (Fig. 3a). We examined the genome-wide correlation between changes in MORC7 occupancy and DNA methylation in *met1* (*met1*/WT) and observed a clear positive correlation, indicating that regions that retained more DNA methylation in *met1* also retained more MORC7 (Fig. 3b). Importantly, regions that lost DNA methylation completely in all sequence contexts in *met1* also lost all MORC7 binding (Fig. 3c, d). Together, these data indicate that MORC7 localization depends on DNA methylation or a factor associated with DNA methylation. MORC7 is unlikely to be recruited by DNA methylation directly because it is not present at other methylated sites, for instance at gene bodies, that are only methylated at CG sites. Instead it seems more likely that histone marks or variants associated with heterochromatin might be involved in the retention of MORC7.

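The place of the 6424 wild-type MORC7 regions was read from the gene annotation of TAIR10. The midpoint of 1291 regions (20.1%) lay in a protein-coding gene, against 54.0% on average in 1000 random placements of the regions on the same chromosomes. For exons of protein-coding genes the share was 15.1%, against 38.8% at random. Outside every annotated gene lay 73.1% of the midpoints, against 36.0% at random. Within 1 kb upstream of a protein-coding gene lay 35.8%, against 21.3%. Each of these shares was farther from the random mean than in any placement (permutation of positions, one-sided p = 0.001, the smallest possible). By library, 24.1%, 25.4% and 15.8% of the peaks of MORC7 replicates 1, 2 and 3 had their midpoint in a protein-coding gene. From the absence of MORC7 at gene bodies, which are methylated at CG sites only, the paper considers direct recruitment of MORC7 by DNA methylation unlikely.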

**Fig. 3:**
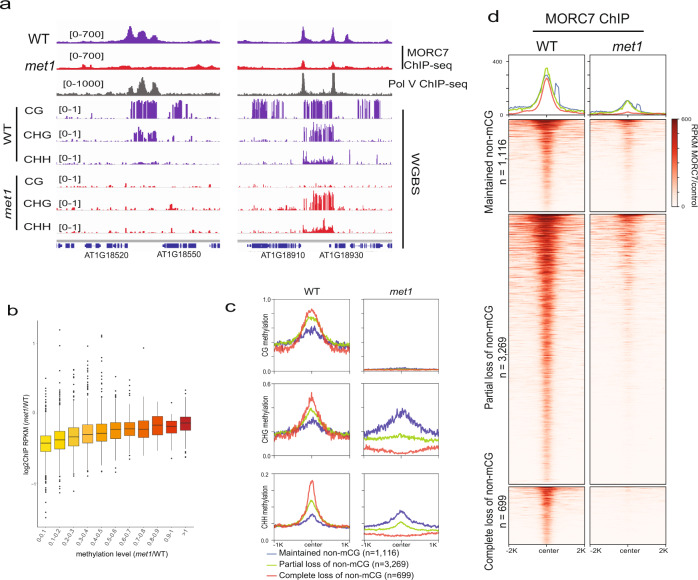
MORC7 maintenance is dependent on DNA methylation. **a** Screenshots of MORC7 ChIP-seq (RPKM MORC7/control) in WT (first track) and *met1* (second track) over two representative loci representing complete (left) and partial (right) loss of DNA methylation in *met1*. **b** Box plot showing MORC7 maintenance level (log2 MORC7 RPKM *met1*/WT) as categorized by total methylation level in *met1* (total methylation *met1*/WT). Center line indicates the median, upper and lower bounds represent the 75th and the 25th percentile, respectively, whiskers indicate the minimum and the maximum, and outliers are represented as circles. **c** Profile of CG (top panel), CHG (middle panel), and CHH (lower panel) methylation over MORC7 ChIP-seq peaks categorized by the level of non-CG methylation loss in *met1*. **d** Profile and heat map of MORC7 ChIP-seq signal (RPKM MORC7/control) in WT (left) and *met1* (right) over the three categories defined in **c**.

### MORC7 is recruited to ectopic RdDM sites in *met1*

Interestingly, we observed ectopic gain of MORC7 over certain regions in *met1*. Some of these sites corresponded to reactivated TEs (Fig. 4a). Expression of TEs may trigger non-canonical RdDM through the Pol II-RDR6 pathway, leading to the synthesis of siRNAs and the establishment of RdDM^22,44,45^. We observed 903 ectopically gained MORC7 peaks in *met1*, and found that these peaks were also associated with hyper-methylation in both CHG and CHH sequence contexts in *met1* (Fig. 4b), suggesting that these ectopic MORC7 peaks are likely a consequence of ectopic RdDM activity. For example, *SUPERMAN* is a well-characterized non-TE locus that becomes targeted by RdDM ectopically in *met1*^46^. 

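Of the 6574 MORC7 peaks in met1, 1309 (19.9%) overlapped no peak of any of the 3 wild-type libraries. In the 9 RdDM mutant libraries this share was between 1.85% and 11.2%. The median fold enrichment was 2.45 for the peaks outside the wild-type lists (quartiles 2.16 and 3.22) and 2.74 for the 5265 other peaks of met1 (quartiles 2.29 and 3.68). The count moved most, to 2882, when all deposited peaks were used whatever their threshold, and was 933 when a wild-type peak of any strength excluded a met1 peak. With 1 met1 library the count has no replicate check. From the gained peaks and the hyper-methylation that it reports at them (Fig. 4b), the paper proposes that they follow from ectopic RdDM activity.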

As expected, we observed an ectopic gain of MORC7 over the promoter of *SUPERMAN* along with non-CG hyper-methylation in *met1* (Fig. 4a)^47^. Collectively, these observations further support our conclusion that MORC7 can be recruited by the RdDM machinery.

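SUPERMAN (AT3G23130) lies on the forward strand of chromosome 3 of TAIR10 from 8242256 to 8243372. In met1, a MORC7 peak across its 5′ end ran from 8242064 to 8242577, with a fold enrichment of 2.30 and a −log10 q value of 23.5. None of the 3 wild-type and 9 RdDM mutant MORC7 libraries had a peak within 1 kb of the gene at the paper's threshold. The libraries without a tag had none either. A MORC7 peak upstream of the gene was found in plants with ZF108-DMS3, from 8240275 to 8241585.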

**Fig. 4:**
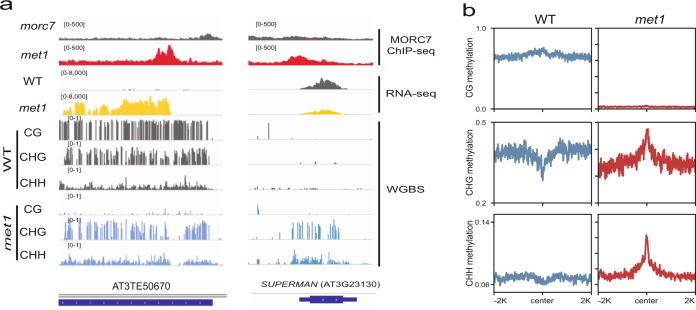
MORC7 is recruited to ecotpic RdDM sites in met1. **a** Screenshot of one locus that ectopically gained MORC7 in *met1* over a reactivated TE (left) and another example of ectopically gained MORC7 in *met1* over the *SUPERMAN* locus. Expression level of the corresponding TE in wild type (gray) and *met1* (yellow) were included. Methylation level in the wild type and *met1* were indicated in the bottom 6 tracks. **b** Methylation level over the ectopically gained MORC7 peaks in wild type (left) and *met1* (right).

### ZF108-MORC7 represses *FWA* expression through RdDM

*FWA* is normally methylated and silent^48,49^. However, the *fwa-4* epiallele that has stably lost DNA methylation is highly transcribed, leading to a heritable late flowering phenotype. We previously found that targeting MORC6 or MORC1 to *FWA* in an *fwa-4* background using ZF108 was able to trigger RdDM-dependent de novo DNA methylation and silencing of *FWA*^40^. To test whether MORC7 can also silence *FWA*, we fused ZF108 to MORC7 and transformed the fusion protein into *fwa-4*. Indeed, we observed an early flowering phenotype in T1 plants carrying UBQ10::ZF108-MORC7 indicating transcriptional silencing of *FWA*. We examined three early flowering T1 plants and confirmed partial repression of *FWA* by RT-qPCR and an increase in DNA methylation over the *FWA* promoter (Fig. 5a), as well as ectopic establishment of DNA methylation over some of the ZF ectopic sites (Supplementary Fig. 3a). We also followed these three early flowering T1 plants to the next (T2) generation and observed even earlier flowering (Fig. 5b), stronger repression of *FWA*, and a higher level of DNA methylation over the *FWA* promoter (Fig. 5c).

**Fig. 5:**
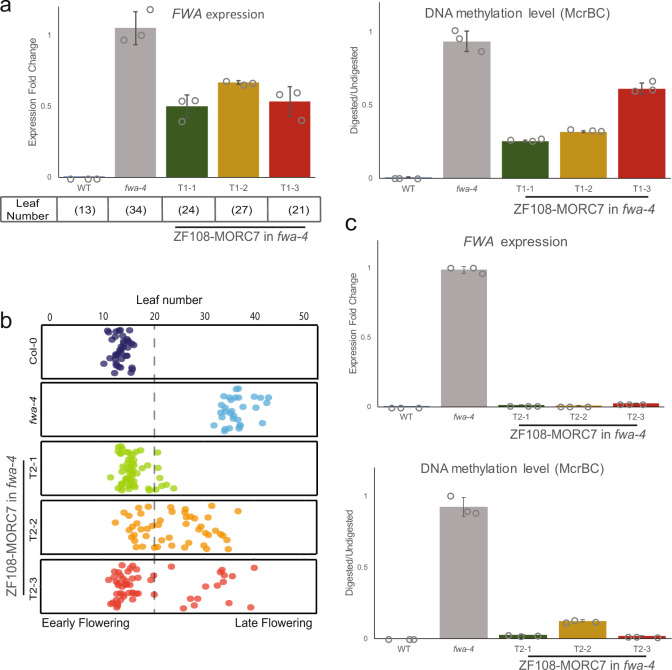
ZF108-MORC7 silences FWA expression through RdDM. **a** qRT-PCR analysis showing *FWA* expression level relative to *fwa-4* (left panel) in three independent ZF108-MORC7 T1 plants that displayed early flowering phenotype. Leaf numbers of these plants are indicated below the bar graph. McrBC analysis with the *FWA* promoter of the same plants is shown in the right panel. Error bars represent the mean ± s.d. of 3 technical replicates. **b** Flowering time of Col-0, *fwa-4*, and T2 progenies of the three early flowering T1 plants shown in **a**. **c** qRT-PCR of *FWA* expression level relative to WT (top) and McrBC analysis of the *FWA* promoter (bottom) of one representative plant in each T2 line displayed in **b**. Error bars represent the mean ± s.d. of 3 technical replicates. Source data underlying Fig. 5 are provided as a Source Data file.

To test whether MORC7 is able to repress gene expression in the absence of RdDM, we transformed ZF108-MORC7 into *nrpe1* introgressed into the *fwa-1* background (*fwa-1 nrpe1-1*)^40^. We did not observe early flowering plants in the T1 generation and failed to detect significant repression of *FWA* in five independent ZF108-MORC7 expressing T1 lines (Supplementary Fig. 3b, c). Furthermore, we followed three T1 lines to the T2 generation and confirmed that *FWA* expression was not repressed (Supplementary Fig. 3d). These results show that MORC7-mediated repression of *FWA* expression is dependent on RdDM, which is similar to the reported behavior of ZF108-MORC6^40^.

### Efficient transgene silencing is impaired in *morc* mutants

Because MORCs are able to repress *FWA* gene expression through the recruitment of RdDM, and RdDM is responsible for the establishment of DNA methylation^50^, we asked whether MORCs may be required for the establishment of DNA methylation. To test this, we transformed plants with an *FWA* transgene, which in wild type is immediately and efficiently targeted for de novo DNA methylation and transcriptional silencing, leading to an early flowering phenotype^50^. However, in strong RdDM mutants, like *nrpe1*, de novo silencing of the *FWA* transgene is abolished^16,50,51^ and plants remain late flowering due to *FWA* overexpression. Considering the known functional redundancy of MORC proteins^25^, we transformed the *FWA* transgene into the *hex* mutant in which all functional *MORC* genes are mutated^25^.

In the T1 generation, we observed 59% (22/37) late flowering plants in *hex*, compared to 88% (29/33) and 3% (1/32) in the *nrpe1* and wild-type controls, respectively (Fig. 6a). As expected, late flowering phenotype was associated with *FWA* transgene overexpression as well as reduced DNA methylation establishment over the *FWA* promoter (Fig. 6b, c). This indicates that the efficiency of *FWA* transgene silencing through RdDM is greatly reduced in *hex*.

**Fig. 6:**
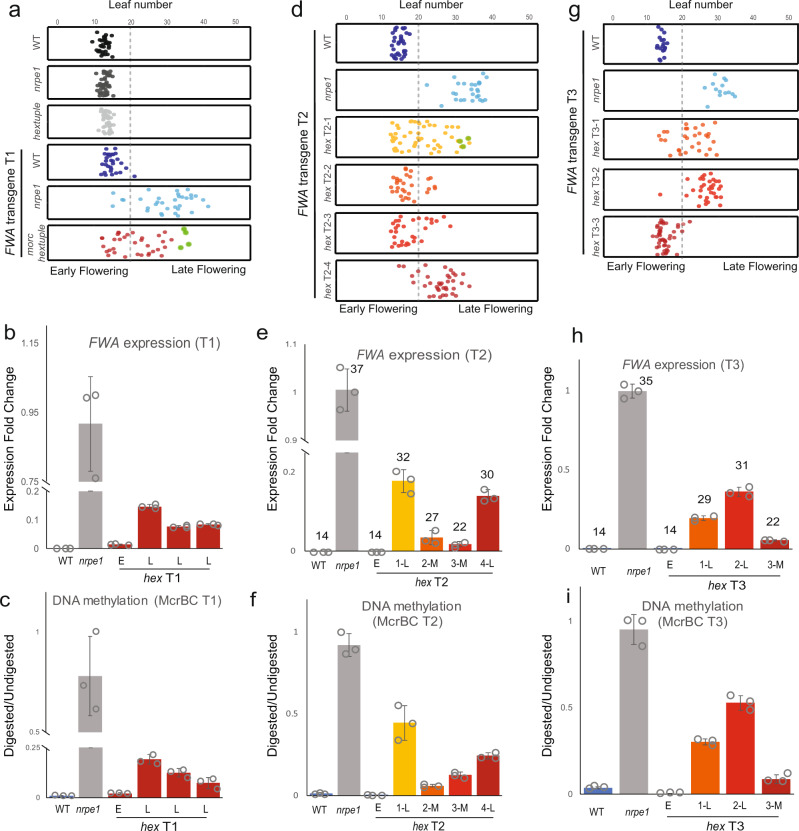
Transgene silencing is impaired in morc mutants. **a** Flowering time of T1 plants in wild-type, *nrpe1-11*, and *morc hex* backgrounds as indicated by the leaf number. The green dots represent the four late flowering plants propagated to the T2 generation. **b** qRT-PCR of *FWA* expression of four independent T1 plants in *hex* backgournd (crimson) relative to that in *nrpe1* background (gray). Error bars represent the mean ± s.d. of 3 technical replicates. **c** McrBC analysis of the *FWA* promoter of the same representative T1 plants displayed in **b**. Error bars represent the mean ± s.d. of 3 technical replicates. E represents early flowering and L represents late flowering. **d** Flowering time of T2 plants in wild-type, *nrpe1-11*, and the progenitor lines of the four late flowering T1 *hex* plants as indicated by the leaf number. The green dots in line T2-1 represent three late flowering T2 plants propagated to their T3 generation. **e** qRT-PCR of *FWA* expression level of one representative early and three late flowering plants in T2 progenitor lines in *hex* background, relative to that in *nrpe1* background. Leaf number of the corresponding plant is indicated. E early flowering, M intermediate flowering, L late flowering. Error bars represent the mean ± s.d. of 3 technical replicates. **f** McrBC analysis of the *FWA* promoter of the same T2 progenitor lines displayed in **e**. Error bars represent the mean ± s.d. of 3 technical replicates. E represents early flowering and M indicates intermediate flowering. E early flowering, M intermediate flowering, L late flowering. **g** Flowering time of T3 plants in wild-type, *nrpe1-11*, and the progenitor lines of the three late flowering T2-1 *morc hex* line as indicated by the leaf number. E early flowering, M intermediate flowering, L late flowering. **h** qRT-PCR of *FWA* expression level of one early flowering and three representative late flowering plants in T3 progenitors derived from T2-1. Leaf number of the corresponding plant is indicated. Error bars represent the mean ± s.d. of 3 technical replicates. E early flowering, M intermediate flowering, L late flowering. **i** McrBC analysis of the *FWA* promoter of the same representative T3 plants displayed in **i**. Error bars represent the mean ± s.d. of 3 technical replicates. E early flowering, M intermediate flowering, L late flowering. Source data underlying Fig. 6 are provided as a Source Data file.

To determine if *FWA* transgene silencing might be established in subsequent generations, we followed four late flowering T1 *hex* plants to the T2 generation. Two out of the four T2 lines converted to mostly early/medium flowering (T2-2, T2-3) while the other two remained medium/late flowering (T2-1, T2-4) (Fig. 6d). We chose one late flowering plant from each T2 line and one early flowering plant from T2-2 and observed a clear association between the flowering time and the expression and methylation status, with late flowering plants displaying lower levels of DNA methylation and higher levels of *FWA* expression (Fig. 6e, f). Therefore, although efficient establishment of transgene silencing is strongly impaired in the *hex*, stochastic intergenerational silencing still occurs within the population.

We also asked whether the stochastic silencing of some lines but not others might be due to the location of the transgene within the genome. To test this, we chose three late flowering plants from the *hex* T2-1 population, which carries the *FWA* transgene at a single insertion site as indicated by a 3:1 segregation (hygromycin resistant:sensitive ratio in the T2 was 67:21) and followed these plants to the T3 generation. We observed early flowering in one T3 line (T3-3), while the other two (T3-1 and T3-2) remained mostly late flowering (Fig. 6g). Since all three have the same insertion, the stochastic silencing is likely a property of the *hex* mutant background, rather than a reflection of the transgene location within the genome. We also performed methylation and expression analysis on one early and three late flowering plants from each of the T3 lines, and consistently found that late flowering plants displayed a lower level of DNA methylation and higher level of *FWA* expression (Fig. 6h, i). These results show that *FWA* methylation and silencing failed to establish efficiently in *hex* in the T3 generation. In contrast to *hex*, the strong RdDM mutant, *nrpe1*, showed late flowering T1 plants that remained late throughout all generations tested (Fig. 6a, d, g), displaying no stochastic silencing.

To examine the establishment of DNA methylation specifically over the transgene in more detail, we performed bisulfite PCR (BS PCR) over two regions of the *FWA* promoter with the same T2 and T3 plants used for McrBC. The *FWA* transgene used for these experiments carries single nucleotide polymorphisms which allowed us to distinguish endogenous- and transgene-derived reads. In the CG context, most transgene-derived reads were fully unmethylated in *nrpe1*, while few fully unmethylated reads were detected in wild type (Supplementary Fig. 4a), demonstrating that the transgene was efficiently silenced in wild type but not in *nrpe1* as expected. *hex* plants displayed intermediate levels of unmethylated transgene-derived reads, with late flowering *hex* plants having more fully CG-unmethylated reads than early flowering *hex* in both T2 and T3 (Supplementary Fig. 4a, upper panels). We also detected more fully CHH-unmethylated reads in all *hex* lines over the transgene compared to the endogenous locus, consistent with *hex* inhibiting RdDM (Supplementary Fig. 4a lower panels, 4b). We did not analyze CHG methylation given the paucity of CHG sites at *FWA*. We also found that maintenance of preexisting DNA methylation over the endogenous *FWA* promoter was completely unaffected in *hex*, whereas RdDM mutants such as *nrpe1* and *suvh2 suvh9* lost most non-CG methylation as expected (Supplementary Figs. 4 and 5). Thus MORCs are required for efficient RdDM-mediated establishment of DNA methylation of newly integrated *FWA* transgenes, even though maintenance of preexisting DNA methylation at the same *FWA* sequences at the endogenous gene is completely unaffected in the *hex* mutant.

## Discussion

In this study we show that Arabidopsis MORC7 is localized to sites of RdDM, and likely associates with the Pol V arm of the RdDM pathway. Tethering of MORC7 to the unmethylated *FWA* locus with an artificial zinc finger was sufficient to recruit RdDM, methylation, and silencing to *FWA*. Conversely, tethering DMS3 to ectopic sites in the genome using an artificial ZF was sufficient to recruit MORC7. Furthermore, MORC7 was recruited to ectopic RdDM sites in *met1*. Together, these data suggest a mutual interaction and recruitment between MORC7 and RdDM. Finally, we found that a *morc* hextuple mutant is defective in the establishment of RdDM-mediated DNA methylation and silencing of a newly introduced *FWA* transgene, suggesting that MORCs facilitate the efficiency of RdDM activity during this process.

The MORC gene family in Arabidopsis consists of six potentially active genes, and several pieces of evidence suggest that the other MORCs have similar properties as we have observed here for MORC7. First, MORC4 was found to co-localize with MORC7 over RdDM sites. Second, our IP-MS and crosslink IP-MS show interactions between MORC7 and MORC4, MORC1 and MORC6, suggesting they likely function together. Third, consistent with our IP-MS data showing MORC7 association with Pol V arm RdDM components, MORC6 was previously shown to interact with two Pol V arm components, DMS3 and SUVH9^35,39^. Fourth, similar to ZF108-MORC7, ZF108-MORC1 and ZF108-MORC6 were previously shown to recruit RdDM to the *FWA* locus^40^, consistent with an interaction between MORC complex and the RdDM machinery. Finally, comparison of *hex* to *morc4 morc7* and *morc6* showed genetic redundancy between these family members^25^.

Given their association with RdDM components and their localization to RdDM sites, the MORCs are clearly acting in some capacity as RdDM factors. However, relative to known RdDM factors, the MORCs have unique genetic properties, in that they show strongly impaired efficiency of DNA methylation and silencing of transgenes, yet show very little effect on the maintenance of preexisting methylation at RdDM sites. All RdDM mutants that have been studied to date, including very weak mutants such as *frg1 frg2*, *suvr2*, and *drm3* show significant losses of methylation at the majority of RdDM sites^52^. However, an analysis of the *morc hex* mutant showed only a very small number of sites with any loss of methylation. Notably, although the *morc hextuple* mutant shows greatly impaired DNA methylation establishment of *FWA* sequences when new transgenes are introduced into plants, the *morc hextuple* has no defect in the maintenance of preexisting methylation of similar sequences at the endogenous *FWA* gene, while all other known RdDM mutants do (Supplementary Fig. 5). Another interesting difference is that while other RdDM components studied dissociate from chromatin in the absence of a functional RdDM machinery (e.g., Pol V dissociates from chromatin in the absence of the DDR complex, Pol IV is lost in the absence of SHH1, and AGO4 is lost in the absence of DCL3 or RDR2), MORC7 maintenance on chromatin was not disrupted in RdDM mutants.

To account for these unique properties, we suggest a model (Fig. 7a) in which MORCs are loaded onto sites of RdDM via interaction with RdDM components, after which they stay stably associated with these sites. One possible mechanism is that the Arabidopsis MORC proteins may be able to topologically entrap the chromatin at these sites by clamping around the DNA, similar to what has been shown for *C. elegans* MORC-1^27^. In this way, MORCs may serve as “tethers”, or a memory component, to facilitate the continuous recruitment of RdDM complexes back to sites after their initial targeting by RdDM. This tethering process may be mainly important during the early stages of the establishment of RdDM, which would explain why MORCs are required for efficient establishment of methylation at *FWA*, but not for maintenance of preexisting methylation at these same sequences. After initial establishment of methylation, and in the presence of strong maintenance of DNA methylation activity, MORCs may no longer be required for continued RdDM recruitment because of factors such SUVH2 and SUVH9 which bind to methylated DNA to continually recruit Pol V, and SHH1 which binds to H3K9 methylation to recruit Pol IV^9,10,15^.

**Fig. 7:**
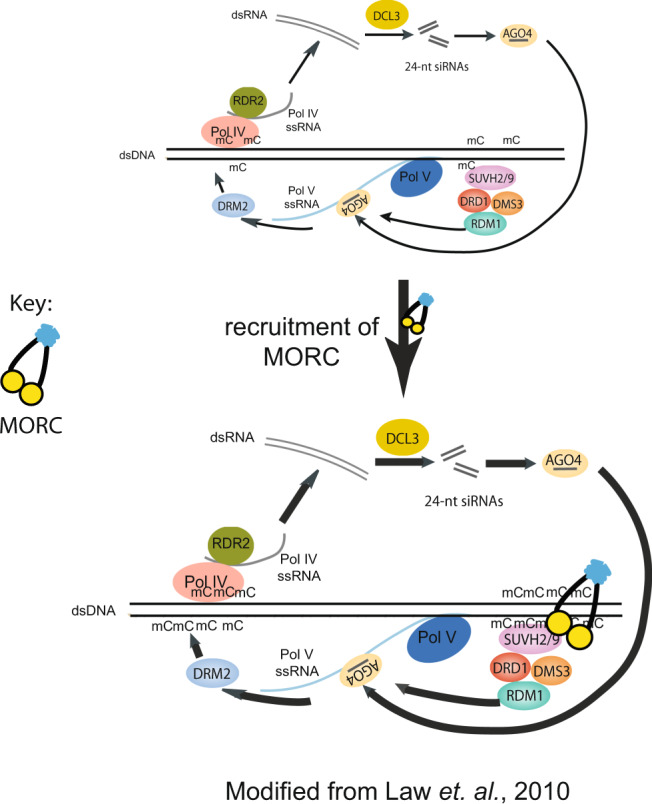
Working model of MORC proteins. A working model of MORC proteins in plant: MORC proteins are localized to RdDM sites through direct interaction with RdDM components. Upon recruitment, MORCs topologically entrap chromatin through dimerization and clamp around DNA to continuously reinforce the recruitment of RdDM complexes to their site of action and thereby, facilitate the efficiency and activity of the RdDM machinery.

An RdDM tethering model could also explain the effects of *morc* mutants on maintenance DNA methylation at a small subset of sites. A previous analysis of the *morc hextuple* mutant identified 519 sites, representing around 5% of RdDM sites, showing losses of methylation^25^. These “fragile sites” display a loss of DNA methylation as well as transcriptional activation in the absence of MORCs, as well as in RdDM mutants^25^. These fragile sites were shown to possess lower levels of symmetrical CG and CHG sequences compared to the genome average and thus are likely to show weakened CG and CHG maintenance DNA methylation^25^. We suggest that these sites may be fragile to the loss of MORCs because of transcriptional reactivation in the *morc* mutants, leading to a need for continued recruitment of RdDM to these sites in the face of weaker than average reinforcing maintenance of DNA methylation at symmetrical sites. MORC tethering to these sites may provide the needed boost in RdDM recruitment to maintain methylation and silencing.

Our findings on the biology of the Arabidopsis MORCs could have implications for the study of MORCs in other organisms. For instance mouse MORC1 is required for de novo DNA methylation and silencing of evolutionarily young and expressed TEs that are more recalcitrant to de novo methylation over the course of epigenetic reprogramming in primordial germ cells^29^. A MORC tethering model could nicely explain the continued recruitment of silencing complexes to these TEs during the establishment process. Similarly, human MORC2 is recruited by the HUSH complex to H3K9me3 marked heterochromatin and loss of MORC2 results in a decrease in H3K9me3 levels and transcriptional activation at a subset of HUSH loci^30^. Here again, MORC2 could act as a chromatin tether to promote the retention of the HUSH complex at its targets. Thus while MORCs in different organisms are clearly targeted to chromatin by different binding partners, the underlying mechanism of MORCs acting as tethers to assist silencing complexes may be conserved.

## Methods

### Plant materials and growth conditions

All plants in this study are grown at standard greenhouse conditions (22–25 ^◦^C, 16 h light/8 h dark). The following plant materials were used in this study: MORC7-FLAG in *morc7-1* (SALK_051729) background^25^, MORC4-FLAG in *morc4-1* background^25^, *morc hex* consisting of *morc1-2* (SAIL_893_B06) *morc2-1* (SALK_072774C) *morc4-1* (GK-249F08) *morc5-1* (SALK_049050C) *morc6-3* (GABI_599B06) and *morc7-1* (SALK_051729)^25^, *nrpd1-4* (SALK_083051), *suvh2 suvh9* (SALK_079574, SALK_048033), *nrpe1-11* (SALK_029919), *dms3-4* (SALK_125019C), *met1-3* (CS16394), *fwa-4*, *nrpe1-1*(EMS) retrogressed into *fwa-1*^40^.

### Plasmid construction

#### ZF-DMS3-3xHA

Modified pDT1H plasmid containing UBQ10 and C-terminal 3xHA^53^ was linearized by AatI digestion. ZF108 was fused to the N-terminus of DMS3 (cDNA) through overlapping PCR and subsequently ligated into linearized modified pDT1H with In-Fusion cloning system (Takara). Cloning primers are listed in Supplementary Table 1.

#### ZF-3xFLAG-MORC7

Entry vector containing cDNA of MORC7 was introduced into modified pMDC123 with pUBQ10::ZF108-3xFLAG through LR clonase (Invitrogen).

All plants in this study were grown under long day conditions (16 h light/8 h dark). Transgenic plants were generated by *Agrobacterium*-mediated transformation through floral dipping. T1 transgenic plants were selected with hygromycin B on ½ MS agar medium or sprayed with Basta in soil.

### ChIP-seq

Twelve ml of packed floral tissues were used for each ChIP^40^. For MORC7 ChIPs in RdDM mutants, the *pMORC7::MORC7-3xFLAG* transgene^25^ was crossed into *dms3-4* (SALK_125019C), *nrpe1-11* (SALK_029919), *nrpd1-4* (SALK_083051), *suvh2 suvh9* (SALK_079574 SALK_048033), and *nrpe1-11 nrpd1-4*. ChIP-seq was performed with either F2 or F3 plants homozygous null for the corresponding RdDM components, heterozygous or homozygous for the MORC7-FLAG transgene. All samples were crosslinked in vitro with Nuclei Isolation Buffer (50 mM HEPES, 1 M sucrose, 5 mM KCl, 5 mM MgCl_2_, 0.6% Triton X-100, 0.4 mM PMSF, 5 mM benzamidine, cOmplete EDTA-free Protease Inhibitor Cocktail (Roche)) supplemented with 1% formaldehyde for 12 min with rotation. Glycine was immediately added to stop the crosslinking. Lysate was filtered through Miracloth and centrifuged for 20 min at 2880 *g* at 4 ^◦^C. The pellet was resuspended in 1 ml of extraction buffer 2 (0.25 M sucrose, 10 mM Tris-HCl pH 8, 10 mM MgCl_2_, 1% Triton X-100, 5 mM BME, 0.1 mM PMSF, 5 mM Benzamidine, and 1x protease inhibitor cocktail tablet) and centrifuged at 12,000 *g* for 10 min at 4^◦^C. The pellet was resuspended in 500 µL extraction buffer 3 (1.7 M sucrose, 10 mM Tris-HCl pH 8, 2 mM MgCl_2_, 0.15% Triton X-100, 5 mM BME, 0.1 mM PMSF, 5 mM Benzamidine, 1x protease inhibitor cocktail tablet) and layered on top of 500 µL extraction buffer 3 (1.7 M sucrose, 10 mM Tris-HCl pH 8, 2 mM MgCl_2_, 0.15% Triton X-100, 5 mM BME, 0.1 mM PMSF, 5 mM Benzamidine, 1x protease inhibitor cocktail tablet) and centrifuged at 12,000 *g* for 1 h at 4 °C. The pellet was lysed with 400 µL Nuclei Lysis Buffer (50 mM Tris pH 8, 10 mM EDTA, 1% SDS, 0.1 mM PMSF, 5 mM Benzamidine, 1x protease inhibitor cocktail tablet). A total of 1.7 ml of ChIP Dilution Buffer (1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris pH 8, 167 mM NaCl, 0.1 mM PMSF, 5 mM Benzamidine, 1x protease inhibitor cocktail tablet) was added to the lysed nuclei. Chromatin was sheared with Bioruptor Plus (Diagenode) for 20 min with 30 s on and 30 s off and incubated with 7 ul of 1 mg/mL anti-FLAG M2 (Sigma F1804) antibody overnight at 4^◦^C. Chromatin-bound proteins were immunoprecipitated with Protein A and Protein G magnetic Dynabeads (Invitrogen) for 2 h at 4^◦^C. Dynabeads were washed twice with Low Salt Buffer (150 mM NaCl, 0.2% SDS, 0.5% Triton X-100, 2 mM EDTA, 20 mM Tris pH 8), once with High Salt Buffer (200 mM NaCl, 0.2% SDS, 0.5% Triton X-100, 2 mM EDTA, 20 mM Tris pH 8), once with LiCl Buffer (250 mM LiCl, 1% Igepal, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris pH 8), and once with TE buffer (10 mM Tris pH 8, 1 mM EDTA). Elution was performed with 250 ul elution buffer (1% SDS, 10 mM EDTA, 0.1 M NaHCO_3_) by incubating at 65^◦^C with shaking twice. Foud hundred microliters of eluted complexes were reverse crosslinked by incubation at 65^◦^C overnight with the addition of 20 ul of 5 M NaCl followed by protease K treatment (20 ug in 10 mM EDTA and 40 mM Tris pH 8) at 45^◦^C for 1 h. DNA fragments were precipitated with EtOH overnight at −20^◦^C. Libraries were prepared with Ovation Ultra Low System V2 kits following the manufacturer’s instructions.

### Whole genome bisulfite sequencing

DNA from floral tissues were extracted with cetyl trimethylammonium bromide (CTAB)-based method. RNA was removed with PureLink RNase A (Invitrogen). A total of 300 ng of DNA was sheared to 200 bp with a Covaris S2 (Covaris). Libraries were prepared with the Epitect Bisulfite Conversion kit (QIAGEN) and the Ovation Ultralow Methyl-seq kit (NuGEN) following the manufacturer’s instructions.

### RNA-seq

Floral tissues from three-week-old seedlings were used for RNA extraction with Zymo Direct-zol RNA MiniPrep kit (Zymo Research) following manufacturer’s instructions. A total of 1 ug of total RNA was used for library preparation with TruSeq Stranded mRNA kit (Illumina). Libraries were sequenced on HiSeq 2500 or NovaSeq 6000 (Illumina).

### RT-qPCR

Leaf tissues from 3 to 4 week-old seedlings were extracted with Zymo Direct-zol RNA MiniPrep kit (Zymo Research). 400 ng–1 ug of total RNA was reverse transcribed into cDNA with Superscript III First Strand Synthesis Supermix (Invitrogen). qPCR was performed with iQ SYBR Green Supermix (Bio-Rad). Transcripts were normalized to the house keeping gene ISOPENTENYL PYROPHOSPHATE DIMETHYLALLYL PYROPHOSPHATE ISOMERASE 2 (IPP2). qPCR primers are listed in Supplementary Table 1.

### McrBC assay

Genomic DNA was prepared with CTAB method and treated with PureLink RNase (Invitrogen). A total of 100 ng of DNA was treated with McrBC (NEB) for 4 h at 37^◦^C. *FWA* promoter region was subsequently quantified by qPCR as described before. McrBC primers are listed in Supplementary Table 1.

### BS PCR

Rosette leaves from representative T2 and T3 were collected. DNA was extracted with a CTAB-based method followed by RNase A (Invitrogen) treatment to remove RNA. Bisulfite conversion was performed with Epitech Bisulfite Conversion Kit (Qiagen) following the manufacturer’s instructions. Three regions were amplified for the methylation analysis: chr4: 13038143-13038272, chr4: 13038356-13038499, and chr4: 13038568-13038695. The amplification was performed with Pfu Turbo Cx (Agilent). Libraries were made from purified PCR products using Kapa DNA hyper kit (Kapa Biosystems) with Illumina TruSeq DNA adapters. Libraries were sequenced on Illumina HiSeq 6000. BS PCR primers are listed in Supplementary Table 1.

### IP-MS and CLNIP-MS

Native IP-MS was performed with about 50 ml of packed floral tissues^25^. Floral tissues were ground into fine powder using RETCH homogenizer and resuspended in 25 ml of IP buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 5 mM EDTA, 10% glycerol, 0.1% Tergitol, 0.5 mM DTT, and cOmplete EDTA-free Protease Inhibitor Cocktail (Roche)). Clumps were broken by Dounce homogenizer. Lysate was filtered through Mirachoth and centrifuged at 20,000 *g* for 10 min at 4 ^◦^C. Supernatant were incubated with 200 ul of anti-FLAG M2 magnetic beads (Sigma) at 4 ^◦^C for 2 h with rotation. Beads were washed 5 times with IP buffer. Bead bound proteins were eluted with 300 ul of 250 ug/ml 3xFLAG peptide (Sigma), with vigorous mixing at 37 ^◦^C for 15 min each elution for a total of two elutions. The eluted proteins were subjected to trichloroacetic acid precipitation and mass spectrometric analysis.

Crosslinked IP was performed with 15 g of floral tissues and resuspended in Nuclei Isolation Buffer (50 mM HEPES, 1 M sucrose, 5 mM KCl, 5 mM MgCl_2_, 0.6% Triton X-100, 0.4 mM PMSF, 5 mM benzamidine, cOmplete EDTA-free Protease Inhibitor Cocktail (Roche)) to reach a final volume of 40 ml and supplemented with 1% formaldehyde for 12 min with rotation. Glycine was added immediately to stop the crosslinking. Clumps were broken by Dounce homogenizer and lysate was filtered through Miracloth and centrifuged at 1500 *g* for 10 min at 4 ^◦^C. Nuclei pellet was resuspended and washed with NRBT buffer (20 mM Tris-HCl pH 7.5, 2.5 mM MgCl_2_, 25% glycerol, 0.2% Triton X-100) twice and resuspended in 6 ml of RIPA buffer (1x PBS, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS). Resuspended nuclei were split into 3x 2 ml aliquots for sonication for 20 min (30 s on/30 s off) with Bioruptor Plus (Diagenode). Sheared lysate was centrifuged at 8000 *g* for 15 min at 4^◦^C and combined supernatant was incubated with 200 ul of FLAG-M2 magnetic beads (50% slurry, Sigma) for 2 h at 4 ^◦^C with rotation. Beads were washed, eluted, and precipitated as described in native IP.

The TCA precipitated samples were resuspended in 50 μl of digestion buffer (8 M urea, 100 mM Tris pH 8.5). Each sample was reduced and alkylated by adding TCEP and iodoacetamide to final concentrations of 5 mM and 10 mM, incubated at room temperature in the dark for 20 min, and then digested by 0.1 μg of Lys-C (Thermo Scientific, 90051) and 0.8 μg Trypsin (Thermo Scientific, 90057) proteases at 37 °C overnight. The digested samples were quenched by the addition of formic acid to 5% (v./v.) final concentration. Finally, each sample was desalted via C18 tips (Thermo Scientific, 87784) and reconstituted in 15 μL of 5% formic acid before analyzed by LC–MS/MS.

Digested peptides were resuspended in 5% formic acid and fractionated online using a 25 cm long, 75 uM inner diameter fused silica capillary packed in-house with bulk C18 reversed phase resin (length, 25 cm; inner diameter, 75 uM; particle size, 1.9 μm; pore size, 100 Å; Dr. Maisch GmbH). The 140-minute water–acetonitrile gradient was delivered using a Dionex Ultimate 3000 UHPLC system (Thermo Fisher Scientific) at a flow rate of 300 nl/min (Buffer A: water with 3% DMSO and 0.1% formic acid and Buffer B: acetonitrile with 3% DMSO and 0.1% formic acid). Fractionated peptides were ionized and analyzed by tandem mass spectrometry (MS/MS) Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific). Data was acquired using a Data-Dependent Acquisition (DDA) method comprised of a full MS1 scan (Resolution = 120,000) followed by sequential MS2 scans (Resolution = 15,000) to utilize the remainder of the 3 second cycle time.

Data analysis including peptide and protein identification was performed using MS2 spectra were searched using the ProLuCID algorithm against Arabidopsis reference proteome followed by filtering of peptide-to-spectrum matches (PSMs) by DTASelect using a decoy database-estimated false discovery rate of <1%.

### Bioinformatic analysis

#### ChIP-seq

All libraries were sequenced at a length of 50 bps with HiSeq 2500 or NovaSeq 6000 platforms following manufacturer’s instructions (Illumina). Raw reads were aligned to *the Arabidopsis* reference genome (TAIR10) with Bowtie2 (v2.1.0)^54^, allowing only uniquely mapped reads with perfect matches. Duplicated reads were removed with Samtools (v1.9)^55^. Peaks were called using MACS2 (v2.1.1)^56^. To increase sequencing depth, three independent ChIPs of MORC7 in wild-type and two independent MORC7 ChIPs in RdDM mutants were pooled for peak calling.

#### Whole Genome Bisulfite Sequencing (BS-seq) and analysis

BS-seq reads were mapped to TAIR10 reference genome by bsmap (v2.90) with allowing 2 mismatches and 1 best hit (-v 2 -w 1)^57^. Reads with three or more consecutively methylated CHH sites were considered as non-converted reads and removed from the analyses. DNA methylation levels were calculated by #C/ (#C + #T). Differential Methylated Regions (DMRs) were called by methdiff function with every 100 bp bin for where the difference in CG, CHG, and CHH methylation is at least 0.4, 0.2, and 0.1, respectively.

#### *met1* RNA seq analysis

met1 RNA seq data were downloaded from NCBI Gene Expression Omnibus (GEO) as accession GSE93584^58^. Cleaned short reads were aligned to reference genome TAIR10 by Bowtie2 (v2.1.0)^54^, and expression abundance was calculated by RSEM (v1.3.1) with default parameters^59^.

#### Bisulfite PCR analysis

Only reads with sequences matching primers used for bisulfite PCR were used for analysis. Primer sequences were trimmed off reads and reads were aligned to a ‘genome’ consisting of the target amplicons (both wild-type and transgene sequences with polymorphisms) using bismark^60^. Fully unmethylated reads were extracted and quantified for each amplicon using a custom script (available upon request).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. The datasets generated and analyzed during the current study are available from the corresponding author upon request. All high-throughput sequencing data generated in this study is accessible at NCBI’s Gene Expression Omnibus (GEO) via GEO Series accession number GSE160285. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD026674. Source data underlying Figs. 5 and 6 are provided as a Source Data file. Souse data are provided with this paper. Source data are provided with this paper.

## Source data

Source data file

How the deposited data were processed for this re-analysis (not part of the article)

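The processed data of 31 of the 47 listed samples were analysed, 22 ChIP-seq libraries and 9 RNA-seq libraries. The ChIP-seq libraries are MORC4-FLAG (2), MORC7-FLAG in wild type (3), nrpd1 (2), nrpe1 (2), nrpd1 nrpe1 (2), dms3 (3) and met1 (1), FLAG ChIP of wild type without a tag (2), HA and FLAG ChIP of plants with ZF108-DMS3-HA and MORC7-FLAG (1 each), HA ChIP of MORC7-FLAG plants (1), and Pol II in wild type and hex (1 each). The RNA-seq libraries are wild type, nrpe1 and hex (3 each). All other samples, DNA methylation among them, were not analysed here. Groups follow the sample labels and the paper.

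For ChIP-seq, the authors aligned reads of 50 bp to TAIR10 with Bowtie2 2.1.0, kept unique perfect matches, removed duplicates with Samtools 1.9 and called peaks with MACS2 2.1.1. The authors deposited 1 peak list per library, with the fold enrichment of each peak over its background and the −log10 of its p-value and q-value. The paper's text does not give the control of each call or other options of MACS2. Lists of MORC7 replicate 1 and dms3 replicates 2 and 3 hold repeated entries and no peak with a −log10 q value below 2, unlike the others. For RNA-seq, the authors deposited TPM for every annotated gene and library. The paper names Bowtie2 and RSEM 1.3.1 for met1 RNA-seq and no tool for these libraries. Read totals are part of neither kind of file, so depth is unknown for every sample, and no interval that needs it is given.

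Peaks on the 5 nuclear chromosomes with a q value below 0.01 and a fold enrichment above 2 were kept, the threshold the paper states, and coordinates are given 1-based. Overlapping peaks were merged across libraries, and a MORC7 region needed a peak in at least 2 of 3 libraries. Overlaps of at least 1 bp were compared with 1000 seeded random placements on the same chromosome, with one-sided p-values. Recovery of wild-type regions per library was compared by exact permutation tests, two-sided, and shares in single libraries have exact (Clopper-Pearson) 95% intervals over regions. Gene positions come from the RefSeq annotation of TAIR10.1. Of 2223 gene models in the paper's supplementary sheets, 2211 (99.5%) had the same position there or lay inside the RefSeq gene. Transposable elements are not part of that annotation, so their overlap was not analysed here.

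RNA-seq was tested with limma 3.58.1 (lmFit, and eBayes with a trend) in R 4.3.3 on log2(TPM + 1), for 17459 genes with at least 1 TPM in at least 3 libraries, with Benjamini-Hochberg adjustment. No library was remapped or regrouped, although the mutated genes go against the labels hex and nrpe1, so these 2 groups are named by their labels. MORC7-bound shares were compared by Fisher's exact test, and the mean over MORC7-bound genes by limma's fry. Named genes were fixed in advance as the MORC genes, NRPE1, FWA, SDC, SUPERMAN, the loci of the figures, the 5 MORC7-bound genes with the largest rise in hex and the 3 with the largest rise in nrpe1, each with no overlap between the libraries of the 2 groups. Peaks were handled in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and plots drawn with matplotlib 3.10.9.

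The procedures were tested on simulated data. Of 200 genes changed in a simulation of the comparison of hex with wild type over 17400 genes, 195 (97.5%) were called, with 1 false call. All simulated changes were well above the 2-fold minimum, in genes without low mean TPM, and with noise drawn independently for each library. The simulation thus checks the procedure. It does not measure power for weaker changes, for genes with low TPM or under a factor that libraries share. The overlap code decided all of 5180 simulated intervals as an exhaustive comparison did. Alternatives tried were a stricter threshold (q value below 0.001, fold enrichment above 3), all deposited peaks, the 2000 peaks with the highest −log10 q value of each library, an overlap of at least 50% of the shorter interval, other numbers of libraries per region, removal of regions with a peak in a library without a tag, and each library left out in turn. For RNA-seq they were a pseudocount of 0.1, no filter on low TPM, quantile normalization, the replicate number in the model, only the 6 libraries compared, no minimum fold change, MORC7 regions overlapping the gene or within 2 kb, and camera in place of fry.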

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

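The comparison of equally long peak lists for nrpd1 nrpe1 replicate 2 was chosen only after its recovery had been seen, and the comparison of the MORC4 libraries with Pol II was prompted by a similar overlap seen in MORC7 replicate 2. The requirement that a peak inside a gene have its summit there was also chosen after the peaks had been seen.

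Recovery of wild-type MORC7 regions was 49.9% in nrpd1 nrpe1 replicate 2, far below the next lowest of the 9 RdDM mutant libraries at 72.0%. The gap is 0.561 of the range of the 9, above Dixon's 95% critical value for 9 samples, which chance passes in about 1 in 20 groups. It was the only one of 3 measures for which a library of this group lay past that value. The library has the fewest peaks of the 9, 4048. With the 2000 peaks of highest −log10 q value of each library, its recovery was 76.0%, against 78.1% to 85.0% in the other 8. It remained the lowest, which by the test as it was set counts against a shorter list as the cause. Its distance from the next is less than the SD of the other 8, 2.64 percentage points, but this comparison was added after the value had been seen. A shorter list of peaks may account for part of the gap, and whether it accounts for all of it cannot be told apart with 1 library. Depth is unknown, so the reason for the shorter list was not tested. A date in the peak names sets the library apart from the other mutant libraries, and nrpd1 nrpe1 replicate 1, with another date, had 75.7%. An effect of the genotype was not tested separately, since both libraries have the same one.

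Of the 1766 peaks of MORC4 replicate 1, 1077 (61.0%) overlapped a Pol II peak of wild type or hex, against 9.64% on average in random placements, a signal the paper does not report. In MORC4 replicate 2 the share was 6.76%, below its random mean of 11.8%. The 2 libraries share few peaks. In the libraries without a tag 3.43% of peaks overlapped a Pol II peak, below the random mean of 10.9%, which argues against an enrichment of transcribed genes in every FLAG ChIP. MORC7 replicate 2 shows a similar preference, at 40.1% against 9.77% at random, while replicate 1 had 27.2% against 15.9% and replicate 3 had 19.0% against 19.6%. Of the MORC7 peaks found in replicate 2 alone, 13.6% overlapped a peak of MORC4 replicate 1 and 0.821% one of MORC4 replicate 2, although the latter has more peaks. These values are consistent with a set of peaks at transcribed genes that MORC4 replicate 1 and MORC7 replicate 2 have in common. What produced it stays open. The peak names of MORC4 replicate 1 carry the same date as those of both Pol II libraries, and material or reads of those libraries in it were not tested. MORC7 replicate 2 has a different date. Binding of MORC4 and MORC7 to transcribed genes in part of the plants or tissues was not tested either.

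A MORC7 peak lay with its summit inside NRPE1 in 3 of the 4 libraries of nrpe1 mutants, nrpe1 replicate 1 and both nrpd1 nrpe1 replicates, and in none of the 3 wild-type libraries, the 6 other mutant libraries (nrpd1, dms3 and met1) or the libraries without a tag. The paper does not discuss this place. In nrpd1 nrpe1 replicate 1 it ran on chromosome 2 from 16721127 to 16723195 with a fold enrichment of 2.74. If the peak reflects MORC7 at the mutated gene itself, as at an inserted sequence, peaks would be present inside NRPD1 and DMS3 in their own mutants. There were 2 such libraries, both nrpd1 nrpe1 replicates, with a peak inside NRPD1. Neither nrpd1 library had one, and none of the 3 dms3 libraries had one inside DMS3, where the peak of dms3 replicate 2 overlaps the gene with its summit outside. No wild-type library, none of the 6 other mutant libraries and no library without a tag had a peak with its summit inside NRPD1, a place the paper does not discuss either. MORC7 at the mutated gene itself, as at an inserted sequence, may thus be present in some of the lines, but the libraries do not decide it, since nrpd1 and nrpd1 nrpe1 differ at NRPD1 and DMS3 shows nothing. The peaks are weak, so depth could hide them in some libraries, and depth is unknown.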

How the results depend on the processing

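The alternatives in this part were set before the data were examined, except for the 2000 strongest peaks in met1 and the genes chosen on the libraries labelled nrpe1, which were chosen after the data had been seen. Tests and comparisons elsewhere that were chosen later are named as such where they are reported. Of 252 recomputed values, 172 kept their direction and side of the threshold, or their size, 5 became weaker, 8 reversed and 67 moved. Overlap with transposable elements was planned with 5 alternatives and not run, because the annotation used here lists none. The cause of a change was not tested except where the setting itself explains it. No read totals are known, so differences in depth between libraries can limit every count of peaks and the share of regions found again in a library.

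The number of regions follows from how many lists must have a peak. From 6424 MORC7 regions it went to 12959 with a peak in any library and to 2732 with peaks in all 3, and from 227 MORC4 regions to 9359 with a peak in either library. With a q value below 0.001 and a fold enrichment above 3 there were 2295 MORC7 and 63 MORC4 regions, and with all deposited peaks 10076 MORC7 regions. Leaving out 1 library gave from 2849 to 5324 MORC7 regions, lowest without replicate 1, and from 1766 to 7855 peaks when 1 MORC4 library was left. The share of MORC4 regions at MORC7 regions stayed above random placement in all 10 alternatives, at 43.0% to 92.1%, with 43.0% from MORC4 replicate 1 alone. The share of MORC4-only regions with a MORC7 peak among all deposited peaks stayed above random placement in its 3 alternatives.

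Recovery in nrpd1, nrpe1, nrpd1 nrpe1 and dms3 stayed on the same side of the threshold in every alternative that was tested. Designs of 2 or 3 libraries against 3 cannot pass it, however. Leaving out 1 library of nrpd1, nrpe1 or nrpd1 nrpe1 leaves 1 library, and no test was run there. With the stricter threshold, recovery rose above the wild-type mean of 74.3% in nrpd1 (85.3%) and nrpd1 nrpe1 (75.6%), which lay below it before. The difference of all mutants from wild type ranged from −10.5 to 9.29 percentage points over the 12 fits that each left out 1 library, and was negative without wild-type replicate 2 (−10.5) or 3 (−2.16), nrpe1 replicate 2 (−0.525) or dms3 replicate 2 (−1.16). Its sign therefore rests on single libraries.

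For met1, the share of wild-type MORC7 regions with a peak was 54.2% with the stricter threshold, 71.1% with all deposited peaks, 83.5% for regions called in all 3 wild-type libraries and 54.2% with the 2000 strongest peaks of each library. Peaks of met1 outside the wild-type lists numbered 728 with the stricter threshold, 2882 with all deposited peaks and 2327 when only wild-type regions called in at least 2 libraries excluded a peak. ZF108-DMS3 sites with MORC7 numbered 187 above 3-fold and 1089 above 2-fold, 10 when the MORC7 summit had to lie inside the HA peak, and 12 when any deposited wild-type MORC7 peak excluded a site. The share of MORC7 regions with a Pol II peak fell from above to below the random mean with the stricter threshold, to 4.05% (random mean 4.74%) in wild type and 4.40% (random mean 4.55%) in hex.

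Counts of genes differed most for the libraries labelled nrpe1. Without a filter on low TPM, 100 genes were higher and 13 lower than in wild type, with only the 6 libraries of the compared groups 94 and 13, and with no minimum fold change 2675 and 1340. Quantile normalization gave 278 higher and 328 lower, against 404 and 284, so that more genes were lower than higher under that scaling. Across the 9 fits that each left out 1 library, from 27 to 818 genes were higher and from 5 to 788 lower. Both were most numerous without the library labelled nrpe1 replicate 1, and only 27 were higher without replicate 2. Of these genes, 26 of the 404 higher and 5 of the 284 lower genes were called in all 9. For the libraries labelled hex the range was from 21 to 44 higher genes and from 11 to 20 lower ones, and 20 of the 41 higher genes were called in all 9. Leaving out any 1 library labelled hex brought the number of higher genes to 21 or 22. From 54 to 929 genes differed between the groups labelled hex and nrpe1, with 929 without the library labelled nrpe1 replicate 1, 54 without replicate 2, and 473 without the library labelled hex replicate 3.

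The MORC7-bound share of genes higher in the libraries labelled hex stayed above that of other genes in all 16 alternatives. The median difference of the groups at these genes, 1.34, stayed positive, at 1.27 without the filter, 1.41 with quantile normalization, 1.27 for regions overlapping the gene itself and 1.07 for regions called in all 3 libraries, and from 0.12 to 1.35 with 1 library left out, lowest without the library labelled hex replicate 2. At the genes chosen on the libraries labelled nrpe1 it stayed negative, from −1.86 to −1.05 with 1 library left out. The mean over all MORC7-bound genes stayed negative, but did not pass the threshold with camera and an estimated correlation between genes (−0.068, p = 0.623), with quantile normalization (−0.023, p = 0.105), with the replicate block (−0.068, p = 0.0582) or without the library labelled nrpe1 replicate 2 (−0.057, p = 0.086) or 3 (−0.058, p = 0.112). It ranged from −0.094 to −0.057 with 1 library left out, and its p over the alternatives from 0.0032 to 0.623.

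Replicate numbers do not pair the RNA-seq libraries. Deviations from the group means correlated across genes at 0.60, −0.35 and 0.41 between the groups labelled hex and nrpe1 for replicates 1, 2 and 3, and between −0.14 and 0.15 against wild type. With the replicate block in the model, 219 genes differed between those groups in place of 104, and the median at MORC7-bound genes higher in the libraries labelled hex was 1.26. For recovery, the replicate block gave a difference of 0.70 percentage points, from −21.6 for replicate 1 and 23.0 for replicate 2.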

Differences from the paper's values

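The paper reports 3440 MORC4 peaks, and 227 MORC4 regions were found in both libraries here. None of the alternatives set before the data were examined closed the gap. They gave 63 regions with the stricter threshold, 333 with all deposited peaks, 223 without regions that have a peak in a library without a tag, 9359 with a peak in either library, 7855 from replicate 2 alone and 1766 from replicate 1 alone.

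The paper reports 548 ectopic ZF108-DMS3 sites with more than 5-fold enrichment of MORC7, and 19 sites were found here. The fold enrichment used here is that of the MORC7 peak in its list. The paper plots a ratio of sample to control at its sites and does not say whether its threshold refers to that ratio. At the paper's example site in Fig. 2a the MORC7 peak has a fold enrichment of 2.23 and would not pass 5-fold here. The 19 and 548 sites may therefore rest on unlike measures. None of the alternatives set before the data were examined closed the gap. They gave 187 sites above 3-fold, 1089 above 2-fold, 16 with an overlap of at least 50% of the shorter interval, 10 with the MORC7 summit inside the HA peak, 12 with no deposited wild-type MORC7 peak of any strength, and 19 without regions that have a peak in a library without a tag.

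The paper states that MORC7 fell strongly throughout the genome in met1 and kept its places in RdDM mutants. Its statement on met1 is about ChIP signal, whereas peaks are counted here, and a peak that remains can have lost signal. In the lists, 61.0% of wild-type MORC7 regions had a MORC7 peak in met1, below 8 of the 9 RdDM mutant libraries, which had 63.0% to 82.4%, and above nrpd1 nrpe1 replicate 2 with 42.9%. Recovery, scored as for the mutants, was 73.3% in met1 and 73.9% on average in wild type, within the range of 49.9% to 89.4% in the RdDM mutants. With the 2000 strongest peaks of each library, recovery was 63.9% in met1 and 76.0% to 85.0% in the RdDM mutants, a setting chosen for met1 after the values had been seen.

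The paper states that most regions with a rise in hex are not bound by MORC7. Of the genes higher in the libraries labelled hex, 82.9% had a MORC7 region within 1 kb, between 51.2% and 95.5% over the alternatives, and of the genes higher in the libraries labelled nrpe1 34.6% had one, between 19.7% and 85.2%. The group labelled nrpe1 was examined here only after the values had been seen. The paper counts regions of the genome and not genes, and the expression of the mutated genes goes against both labels.

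The paper states that activation of MORC7-bound loci was stronger in hex than in nrpe1. At MORC7-bound genes chosen for a rise in the libraries labelled hex, the median log2 difference was 1.34 in that direction. At those chosen for a rise in the libraries labelled nrpe1 it was −1.05, in the other direction. The mean over all MORC7-bound genes was −0.07, but the median over all tested genes was −0.04, and with quantile normalization the mean was −0.02, so much of it is a shift of all genes. Because the mutated genes contradict the labels, the direction cannot be assigned to hex or nrpe1 plants.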

Other observations

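The comparison of met1 with libraries of the same date was chosen only after its share of peaks outside the wild-type lists had been seen.

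NRPE1 is low in the libraries labelled hex and MORC1, MORC2, MORC6 and MORC7 are low in those labelled nrpe1, while MORC4 is higher there. A candidate explanation is that the names of the 2 groups of RNA-seq libraries were exchanged, since each group has the low gene or genes of the other. In the deposited table of nrpe1 replicate 2, the second copy of the values stands under a heading that names hex replicate 2. The mutated genes prompted this explanation and so are no test of it. As a test, genes with a Pol II peak in hex and none in wild type were taken, which should be higher in true hex libraries. At 445 such genes the median log2 difference, labelled hex minus labelled nrpe1, was −0.040, inside the central 95% of 10000 random lists of tested genes, from −0.08 to −0.01 (exact permutation test over libraries, p = 0.3). The opposite list, 574 genes with a Pol II peak in wild type and none in hex, had −0.09, below its random range of −0.07 to −0.02 (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). These genes should be lower than in wild type in true hex libraries, but their median log2 fold change was 0.02 in the libraries labelled hex, as over all genes (0.02), and 0.11 in those labelled nrpe1, above the 0.08 over all genes. The lists with Pol II therefore cannot decide between the readings. Each list rests on the presence of a peak in 1 Pol II library per genotype. Of the 445 genes, 3 were called higher in the libraries labelled hex and 8 in those labelled nrpe1. SDC, described below, also has a Pol II peak in wild type and so is not in the first list. The mutated genes speak against the labels, as MORC1, MORC2, MORC6 and MORC7 were called lower in the libraries labelled nrpe1, with log2 fold changes of −1.58, −1.48, −1.22 and −1.21, and none of the 4 was called in those labelled hex. What stays open is an effect of nrpe1 on these genes together with transcripts that persist in hex, which was not tested. The libraries were left as labelled.

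With 3 libraries against 3, 10 splits exist, and the real one is always 1 of them, so no count of splits can rule out a result by chance. For genes higher and for genes lower in the libraries labelled hex, the real split was the only 1 of 10 to give as many. For the libraries labelled nrpe1 the real split was again the only one, 1 of 10, for both directions. For the difference between the groups labelled hex and nrpe1, 2 of the 10 splits gave at least as many genes as the real 104. The other, of the library labelled nrpe1 replicate 1 and those labelled hex replicates 1 and 2 against the rest, gave 631. No batch is given for these libraries. Mean correlation with wild type was 0.948 and 0.927 in the libraries labelled nrpe1 replicates 2 and 3, against 0.982 in replicate 1. In those labelled hex it was 0.971 in replicate 3, against 0.987 and 0.988. A factor shared by the less correlated libraries was not modelled. It would be mixed with the group difference in the 404 higher and 284 lower genes of the group labelled nrpe1. The same holds for their MORC7-bound share of 34.6%. For the mean difference over MORC7-bound genes the real split was the largest, 1 of 10.

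In Pol II ChIP-seq, with 1 library each, 26.2% of the MORC7 regions had a Pol II peak in wild type (17.8% on average at random) and 24.0% in hex (16.9% at random). The paper reports Pol II at MORC7 peaks without NRPE1, which were not analysed here. At SDC, the Pol II peak in hex ran on chromosome 2 from 7682000 to 7684328 (fold enrichment 3.16), across the whole gene, and that in wild type from 7683769 to 7684001 (2.00). This gene was looked at after its RNA-seq values had been seen.

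Both libraries without a tag had peaks at the paper's threshold, 230 and 965. If transcribed genes were enriched in any ChIP, these peaks would overlap Pol II peaks more often than random placements do, but 3.43% did, against 10.9% at random. Their source stays open, and no biological explanation was tested.

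Peaks outside the wild-type lists made up 19.9% of the MORC7 peaks in met1. If such peaks came with the sequencing run, the libraries of the same date would have as many, but among the mutant libraries of that date nrpe1 replicate 2 had 5.51% and dms3 replicate 1 had 1.85%. The FLAG library of plants with ZF108-DMS3, of the same date, had 12.8%, most of them at HA peaks. This argues against the date as the whole cause. A difference in depth and the effect of met1 itself stay open, with 1 met1 library.

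Some MORC7 peaks outside the wild-type lists lay at ZF108-DMS3 sites even in plants without ZF108-DMS3. The share with an HA peak was 56.9% in nrpe1 replicate 2, 44.3%, 38.6% and 30.4% in dms3 replicates 2, 3 and 1, 21.2% in met1, and between 7.56% and 21.9% in the other 5 mutant libraries, against 89.1% in plants with ZF108-DMS3. Random placements were not run for the libraries without ZF108-DMS3, so the share expected by chance in them is unknown. For plants with ZF108-DMS3 the random mean was 18.0%. No explanation was tested.

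Of the 20 genes higher in the libraries labelled hex in all 9 fits that each left out 1 library, 19 (95%) were MORC7-bound, and of the 26 such genes for the libraries labelled nrpe1, 22 (84.6%) were. FWA was at most 0.08 TPM and SUPERMAN was listed at 0 TPM in all 9 RNA-seq libraries.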
